# Epigenetic modulation elicits an NK cell-mediated immune response in urothelial carcinoma

**DOI:** 10.1186/s10020-025-01264-9

**Published:** 2025-06-24

**Authors:** Himani Kumari, Ciao-Ni Chen, Hsin-An Shih, Chih-Chieh Yeh, Tsung-Yu Tseng, Hsing-Fen Tsai, Jie Ting Low, Chin Pui Chan, Guan-Ling Lin, Wan-Hong Huang, Chao-Ling Yao, Steven Lin, Cheng-Huang Shen, Michael W. Y. Chan

**Keywords:** Urothelial carcinoma, Innate immunity, NKG2DL, ULBP2, CCL3, CPH, NK cells

## Abstract

Urothelial carcinoma (UC), the second most prevalent cancer of the urothelial system, has demonstrated a well-developed ability to evade natural killer (NK) cell-mediated killing via various pathways, highlighting the need for innovative therapeutic approaches. Our study examines the role of cyproheptadine (CPH) and entinostat (ENT) as epigenetic modifiers in enhancing NK cell-mediated cytotoxicity against UC. Through our in vitro experiments, we observed that pre-treatment with CPH or ENT significantly increased NK cell-mediated elimination of UC cells, as demonstrated in NK cytotoxicity assay wherein UC cells were co-cultured with both NK-92 and human primary NK cells. This enhancement is attributed to the epigenetic activation of NKG2D ligands, notably through increased H3K27ac enrichment and reduced enrichment of H3K27me3 at the ULBP2 promoter region in UC cells. Additionally, ectopic expression of ULBP2 in UC cells further augmented their susceptibility to NK cell-mediated killing. Importantly, our syngeneic mouse model using MB49 tumor cells, showed that CPH or ENT treatments significantly reduced tumor growth via promoting NK cell infiltration into the tumor microenvironment. This increased infiltration is likely due to elevated levels of the NK-recruiting chemokine CCL3 in drug-treated UC cells. Collectively, these results underscore the potential of CPH and ENT to suppress tumor growth and enhance immune surveillance by modulating epigenetic pathways that boost NK cell activity, offering promising insights into new strategies for UC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-025-01264-9.

## Introduction

Urothelial carcinoma (UC) is the second most common cancer of the urinary system (Lin et al. 2023) and 10 th most common cancer in men worldwide (Saginala et al. 2020). UC exhibits a high incidence rate in Taiwan (Hung et al. 2016) and evolves through two distinct pathways, giving rise to non-muscle-invasive papillary tumors and muscle-invasive tumors (Sanli et al. 2017). The primary treatment options for UC includes transurethral resection (where applicable) followed by chemotherapy (Hannouneh et al. 2023), while emerging treatment includes immune checkpoint blockade medications such as atezolizumab, alone or in combination with chemotherapy (Tran et al. 2021; Chien et al. 2020). Despite these treatments, factors such as the tumor microenvironment, can influence their effectiveness, often resulting in tumor recurrence or metastasis (Sanli et al. 2017; Wolacewicz et al. 2020). In addition, ICB resistance is also observed in UC patients (Snyder et al. 2017), contributing to poor prognosis and adverse side effects. Given these challenges, this is a critical and imperative need to develop alternative treatment strategies that offer better survivability and effective response for UC patients.

A well-coordinated immune system plays a critical role in detecting and eliminating infected, transformed, or tumor cells (Corthay 2014; Gonzalez et al. 2018). Among these defenses, Natural Killer (NK) cells are key agents in combating malignancies and viral infections, primarily through their cytotoxic capabilities (Xia et al. 2021). These cells release granzyme B and perforins to initiate direct cytotoxicity against targets (Wu et al. 2020; Shin et al. 2020; Carlsten and Jaras 2019), which is facilitated by the recognition of MHC class I-related molecules such as MICA, MICB, and NKG2D ligands (NKG2DLs) on the surfaces of tumor cells (Wu et al. 2020; Topham and Hewitt 2009).

NK cells are equipped with a diverse array of activating and inhibitory receptors, which interact with respective ligands to orchestrate a complex network of signals (Nayyar et al. 2019). This network triggers immune responses that can either directly or indirectly induce cytotoxicity, effectively eliminating infected or transformed cells. Crucially, NK cells maintain a delicate balance between the signals from activating and inhibitory receptor-ligand interactions (Wu et al. 2020; Topham and Hewitt 2009; Garcia-Cuesta et al. 2015). When an activating signal overrides inhibitory ones, NK cells are empowered to directly lyse cancer cells (Liu et al. 2022; Bauman et al. 2016).

A crucial activating receptor on NK cells is NKG2D, which plays an essential role in identifying and targeting cancer cells (Garcia-Cuesta et al. 2015). However, cancer cells, including UC, have developed multiple strategies to evade NK cell surveillance (Liu et al. 2022; Quamine et al. 2021; Ferreira-Teixeira et al. 2016; Zhao et al. 2019; Seliger and Koehl 2022; Bauman et al. 2016; Champsaur and Lanier 2010; Siemaszko et al. 2021), including the suppression of NKG2DLs through various mechanisms such as epigenetic silencing, which has been observed in several cancers (Xia et al. 2021; Zhu et al. 2015; Bhat et al. 2019).

Additionally, the effectiveness of NK cells is significantly influenced by their ability to traffic to and infiltrate tumor sites (Yu 2023). Chemokines such as CCL3 play a crucial role in this process by guiding the migration of NK cells toward the tumor environment (Allen et al. 2018). CCL3 enhances the chemotactic response of NK cells, facilitating their accumulation in and penetration of tumor tissues where they can exert their cytotoxic effects more efficiently (Bernardini et al. 2012). In this regard, therapeutics that can restore the expression of NKG2D ligands and chemokines to enhance NK cell infiltration are urgently needed.

Cyproheptadine (CPH), an anti-histamine drug, has been shown to elicit an anti-tumor response in UC (Hsieh et al. 2016). We have previously identified that CPH may act as a novel epigenetic modifier, showing upregulation of several tumor suppressor genes in UC cells (Jou et al. 2021). However, the role of CPH in enhancing NK cell-mediated anti-tumor immune response is currently unknown. In this study, we investigated the role of CPH in this context and explored the underlying mechanisms. Interestingly, we found that CPH, along with an HDAC inhibitor, can restore NK cell-mediated cytotoxicity towards UC cells, likely due to the restoration of NKG2DLs and CCL3.

## Materials and methods

### Cell lines and cell cultures

Urothelial carcinoma cell lines (UMUC3, J82, BFTC905) and parental NK-92 cells were purchased from ATCC (American Type Culture Collection, Manassas VA). UMUC3 and J82 cells were maintained in MEM (Gibco, Waltham, MA) supplemented with 10% fetal bovine serum (FBS), 1µM sodium pyruvate (Gibco), and 1% penicillin/streptomycin (P/S, Invitrogen, Waltham, MA). BFTC905 cells were maintained in RPMI 1640 (Gibco) supplemented with 10% FBS and 1% P/S. The transformed human embryonic kidney cell line (HEK293 T) was maintained in DMEM (Gibco) supplemented with 10% FBS and 1% P/S. MB49 cells were maintained in RPMI-1640 supplemented with 10% FBS, 1% P/S, 1% HEPES (Gibco), 1% L-glutamine (Gibco), 50µM 2-Mercaptoethanol (Merck, Rahway, NJ). All cells were incubated in 37 °C at 5% CO_2_. Briefly, NK-92 was cultured in the Complete RPMI 1640 medium containing RPMI 1640 (ATCC modification, Gibco) supplemented with 15% heat-inactivated FBS, 25 mM HEPES, 1X GlutaMAX, 1% P/S, and 100 U/ml recombinant human IL-2 (PeproTech, Waltham, MA). For routine passage, NK-92 cells were centrifuged at 200 g for 10 min and resuspended in fresh medium at cell density of 2 − 3 × 10^5^ viable cells/mL every 2 to 3 days.

### Cyproheptadine (CPH) and entinostat (ENT) treatment

Cells were cultured in 10 cm plate at a density of 1 × 10^6^ for 48 h. Then, cells were treated with DMSO as control or 12.5µM and 50µM cyproheptadine (CPH, Sigma-Aldrich, St Louis, MO) and 1µM and 2µM Entinostat (MS-275, Selleck Chemicals, Houston, TX) for 48 h. Following CPH and ENT treatment, cells were harvested for RNA-Seq and protein expression analysis.

### Cytotoxicity assay

Cells were treated with different concentrations of CPH or ENT for 48 h. The viability of cells was evaluated by CCK8 assay (Sigma-Aldrich) according to the manufacturer’s instructions. The absorbance at a wavelength of 450 nm was measured using a 96-well EnSpire multimode plate reader (PerkinElmer, Waltham, MA).

### Plasmid construction and transfection

Human ULBP2 coding sequence (741 bp) conjugated with Kozak sequence was amplified by PCR using specific primers (Suppl Table S1) from SV-HUC1. The PCR product was ligated to yT&A vector (Yeastern Biotech, Taiwan) and then sub-cloned into the pIRES2-EGFP (Clontech, San Jose, CA) at Xhol1 and BamH1 restriction enzyme sites. ULBP2 expressing plasmid or empty vectors diluted were transfected into 1 × 10^5^ UMUC3 cells using Lipofectamine 3000 transfection reagent (Invitrogen, Waltham, MA) according to the manufacturer’s protocol. Transfected cells were cultivated with fresh culture medium containing 400 µg/mL Neomycin (G418, Sigma) and replaced every 3 days. Cells were harvested for further experiments after 2-week of selection.

### Knockdown of ULBP2 by ShRNA

The shRNA of ULBP2 was acquired from the RNAi Core Facility (Academia Sinica, Taiwan). Briefly, 293 T cells were transfected with shRNA (TRCN0000056730 or TRCN0000056731), pMDG, and pCMV-dR8.91 using CaCl_2_ transfection method to prepare the shULBP2 lentivirus. Lentivirus-infected BFTC905 UC cells were selected by incubating with 2 µg/mL puromycin (Sigma) for at least 2 days.

### Flow cytometric analysis

Urothelial carcinoma cells or tumor infiltrating lymphocytes (TILs) were incubated in 100 µl of 1X PBS containing and the following antibodies: anti-human ULBP2 (R&D, Minneapolis, MN), APC anti-mouse IgG (BD Pharmingen, Franklin Lakes, NJ), Alexa Fluor^®^ 488 anti-mouse RAE-1ε (R&D), FITC anti-mouse NK1.1 (BD Pharmingen), APC anti-mouse CD45 (Biolegend, SanDiego, CA), PE anti-mouse CD3 (Biolegend), FITC anti-Human CD3 (BD Pharmingen), PE anti-Human CD56 (BD Pharmingen), APC anti-Human NKG2D (CD314, Biolegend, SanDiego, CA) for cell surface markers according to manufacturer’s instructions. After incubation, cells were washed in PBS and analyzed with BD FACS Calibur™ flow cytometer (Becton Dickinson, Franklin Lakes, NJ) or BD Accuri™ C6 Plus (Becton Dickinson).

### Promoter insertion at the *NKG2D* gene by CRISPR knock-in

A synthetic CMV promoter was inserted upstream of the *NKG2D* gene to bypass the endogenous promoter and upregulate the gene expression. We used the CRISPR-mediated promoter knock-in strategy as described in Huang et al. (2020). Briefly, a synthetic DNA template, encoding the CMV promoter flanked by the *NKG2D* homology arms (Suppl Table S2), was purchased as gBlock fragment from IDT-DNA, USA. The DNA template contained silent mutations in the right homology arm (marked by bold sequences) to prevent cleavage by Cas9 that was programmed to target the genomic site. The DNA template was amplified by PCR using primer set (Suppl Table S1) and KAPA HiFi DNA Polymerase kit (Roche, Rahway, NJ). The PCR product was analyzed by DNA gel electrophoresis and validated by Sanger sequencing. The PCR products were purified by QIAquick PCR Purification Kit (Qiagen, Germany) and eluted in nuclease-free H2O (IDT-DNA). The DNA concentration was determined by OD_280nm_ using NanoDrop Lite (Thermo Fisher Scientific, USA) and adjusted to 1 µg/µL in nuclease-free H_2_O and stored at − 20 °C.

CRISPR knock-in was performed by the electroporation of DNA template and pre-assembled Cas9 ribonucleoprotein (Cas9 RNP) into NK-92 cells in a Lonza 4D Nucleofector system as described (Huang et al. 2020). Cas9 RNP and the *NKG2D-*targeting single-guide RNA (guide sequence: TCGGAGGTCTCGACACAGCT) were prepared as described (Lin et al. 2022). After electroporation and recovery, the cells were transferred to a 24-well plate filled with 1 mL of pre-warmed Complete RPMI 1640 medium and maintained by the standard method. To isolate the NKG2D-positive clones, the edited NK-92 cells were single-cell sorted using FACSAria III (BD Biosciences, USA) and seeded in 100 µL of complete RPMI 1640 medium with 100 U/mL of IL-2 in each well of the 96-well round-bottom plate (Techno Plastic Products, Switzerland). Fresh IL-2 was replenished every four days up to 20 days after sorting. The NK-92 single colonies were transferred to a 24-well plate containing 1 mL of the Complete RPMI 1640 medium for further expansion. NKG2D expression was validated by flow cytometry.

### NK cell cytotoxic assay

NK cell cytotoxic assay was performed using Calcein-AM dye as previously described (Huang et al. 2020) In brief, CPH or ENT pretreated cancer cells were resuspended in 1 ml 1xPBS containing 10µM Calcein-AM (BioLegend, San Diego, CA) and incubated at 37⁰C for 30 min. The cells were then washed by culture media for three times and resuspended at the cell density of 1 × 10^5^ cells/ml in RPMI-1640 (ATCC modification). NK-92 cells were pelleted at 200xg for 10 min and resuspended in RPMI-1640 (ATCC modification). One hundred microliters of different cell density of NK-92 cells or primary human NK cells was added to U-bottom 96-well plates (Falcon, corning, NY) for different NK-to-target ratios, followed by addition of one hundred microliter of the stained target cells into each well. The 96-well plate was the centrifuged at 120 g for 3 min to accelerate the contact between NK and target cells. The cells were allowed to co-culture for 4 h at 37◦C incubator. Spontaneous release of Calcein-AM was measured in the absence of NK cells. Maximal release was determined by complete lysis of target cells in RPMI-1640 (ATCC modification) containing 2% Triton-X100. After co-culture, the plates were centrifuged at 120 g for 3 min, and 100 µl of the supernatant was transferred to black 96-well (CSL-30296) plates. The 488/520 values were recorded using FLUOstar Omega (BMG Labtech, Germany) and the cytotoxicity was calculated as follow.

$$\mathrm T\mathrm a\mathrm r\mathrm g\mathrm e\mathrm t\;\mathrm L\mathrm y\mathrm s\mathrm i\mathrm s=\frac{\mathrm E\mathrm x\mathrm p\mathrm e\mathrm r\mathrm i\mathrm m\mathrm e\mathrm n\mathrm t\mathrm a\mathrm l\;\mathrm r\mathrm e\mathrm l\mathrm e\mathrm a\mathrm s\mathrm e-\mathrm s\mathrm p\mathrm o\mathrm n\mathrm t\mathrm a\mathrm n\mathrm e\mathrm o\mathrm u\mathrm s\;\mathrm r\mathrm e\mathrm l\mathrm e\mathrm a\mathrm s\mathrm e}{\mathrm m\mathrm a\mathrm x\mathrm i\mathrm m\mathrm a\mathrm l\;\mathrm r\mathrm e\mathrm l\mathrm e\mathrm a\mathrm s\mathrm e-\mathrm s\mathrm p\mathrm o\mathrm n\mathrm t\mathrm a\mathrm n\mathrm e\mathrm o\mathrm u\mathrm s}\times100$$

### Isolation of primary NK cells

Umbilical cord blood from three normal healthy volunteers was collected and primary natural Killer (NK) cells were isolated from the cord blood mononuclear cells (MNCs) using NK cell Isolation Kit (Miltenyi Biotec, Germany). Primary NK cells were maintained and expanded using SCGM growth media (CellGenix, Germany) supplemented with 100U/ml IL-2 (Pepro Tech, Waltham, MA) and 10U/ml IL-15 (PeproTech, Waltham, MA). The purity of the expanded NK cells were assessed via flow cytometry using Anti-human CD3, and CD56 markers. This study was approved by the Institutional Review Board (IRB) of Taoyuan General Hospital (IRB no.: TYGH109026), Ministry of Health and Welfare, Taiwan. All healthy volunteers received informed consent.

### RNA extraction and expression analysis

RNA was extracted with the TRIzol Reagent (Invitrogen, Waltham, MA) according to manufacturer’s instructions. In brief, after removing cell culture media was removed followed with 1X PBS wash, then the cells were collected in 1 ml TRIzol reagent for RNA extraction. RNA purity were analyzed by spectrophotometry. For expression analysis, 1 µg of the RNA sample was transcribed into cDNA using MMLV Reverse Transcriptase (Episcript, UK) as previously described (Cheng et al. 2019). The mRNA expression in UC cell lines was examined by qPCR using StepOne Real-Time PCR System (Applied Biosystems, Waltham, MA). All RT-PCR primer sequences are shown in supplementary Table S2. The relative gene expression level was determined by comparing the threshold cycle (Ct) of the test gene against the Ct of GAPDH in the given sample.

### Chromatin Immunoprecipitation (ChIP)-qPCR

In brief, 1 × 10^7^ control or experimental cells were cross-linked in 1% formaldehyde solution (Sigma, St. Louis, MO). After neutralizing excess formaldehyde with glycine, fixed cells were collected and sonicated into 500-bp (average) fragments with Diagenode Bioruptor Pico (Diagenode, Denville, NJ). Magnetic Dynabeads (Invitrogen, Waltham, MA), combined with a mixture of anti-human H3K27Ac (Cell Signaling, Danvers, MA), anti-H3 K27me3 (Active Motif, Carlsbad, CA), or rabbit-IgG (Abcam, UK), were used to immunoprecipitate specific crosslinked DNA. Immunoprecipitated DNA-protein complexes cross-links were reversed, and the protein was digested with proteinase K (Invitrogen). DNA fragments were recovered and used as templates for qPCR (Bio-Rad, Hercules, CA) amplification, using specific primers (Supplementary Table S2).

### RNA-seq analysis

RNA was extracted using RNA extraction kit (RNeasy mini kit, Qiagen, Germany) and 1ug of total RNA of each sample was used in duplicates (*n* = 2) for sequencing using Illumina NovaSeq 6000 platform at Genomics LLC, Taiwan. All sequencing data and analyzed for differentially expressed genes and graphs were plotted accordingly. RNA-seq data were deposited into the Gene Expression Omnibus database (accession number: GSE266660).

### In-vivo mouse model

Five-weeks old C57BL/6 mice were purchased from National Laboratory Animal Center, Taiwan. 2 × 10^5^ MB49 UC cells were mixed with matrigel (Corning Matrigel^®^, Corning, NJ) at 2:1 ratio and subcutaneously inoculated to either flank of each mouse. A dose of 5 mg/kg of CPH (Sigma-Aldrich) or 3 mg/kg of ENT (MS-275, Selleck Chemicals) was used as previously described (Hsieh et al. 2016; Smith et al. 2018) and diluted in saline solution and injected intraperitoneally for five days per week for the total period of 2 weeks. 2–5% DMSO was used in the control group. The tumor size was assessed daily by measuring the tumor length (L) and width (W) to determine the volume using the formula V = 0.5 × L × W^2^. At the end of the experiment, the tumor was excised for infiltrated NK cell analysis. Tumor cells were meshed against 0.2µM filter and collected with T-cell medium (TCM) in a centrifuge tube and mononuclear cells were isolated using Ficoll-Paque (Cytiva, Sweden) by centrifuging at 400 g for 20 min at room temp. Then the mononuclear cells were isolated by pooling out the buffy coat layer along with the clear medium and transferred to new centrifuge tube. The cells were centrifuged again at 400 g for 10 min at 4ºC. After centrifugation, supernatant was removed and cells were gently washed using TCM and resuspended in 1 ml of TCM. The resulting cell suspension, containing a count of 5 × 10^5^ cells, were transferred to flow tubes for immune cell staining and FACS analysis. The study protocol involving animal experiments was approved by the Institutional Animal Care and Use committee (IACUC) of the National Chung Cheng University, Taiwan, and performed in accordance with the approved regulations concerning animal experiments.

### Immunohistochemistry

Paraffin-embedded tissue sections were stained with H&E or anti-NK1.1 antibody (Cell Signaling) for NK cells and observed under microscope at 40X resolution and digitally scanned to analyze the results. The scanned regions were observed for NK1.1 stained cells and 4 randomly chosen regions were selected to calculate the amount of infiltrated NK cells by using ImageJ software (Schneider et al. 2012).

### Protein analysis of CCL3 by ELISA

Protein was extracted from MB49 cells treated with CPH or ENT, using 100 µl of tissue extraction reagent (Invitrogen) containing 1X protease inhibitor (Roche) and 1X phosStop (Roche). The amount of CCL3 was measured using Mouse MIP-1 alpha/CCL3 ELISA Kit (Abcam) according to the manufacturer’s protocol.

## Results

### CPH and ENT enhance NK cell-mediated cytotoxicity in UC cells using NK-92 cells

NK cells are pivotal to our immunity due to their potent cytotoxicity against cancer cells (Shin et al. 2020). As we previously demonstrated the anti-tumor activity of CPH in UC cells (Hsieh et al. 2016), we then explored the potential mechanism of CPH in this context. Interestingly, pathway analysis, using our previous RNA-Seq dataset from BFTC905 UC cells treated with CPH (Jou et al. 2021), identified enrichment of genes related to NK cell-mediated cytotoxicity (Fig. 1A, B). Specifically, ULBPs were observed to show the highest upregulation amongst other genes in this pathway after CPH treatment (red bar, Fig. 1C, Suppl Table S3). Motivated by these results, we investigated whether CPH could enhance NK cell-mediated cytotoxicity against UC cells. In addition, we compared the effect of CPH to entinostat (ENT), a known HDAC inhibitor, as our previous study suggested that CPH may possess HDAC inhibitory activity.

**Fig. 1:**
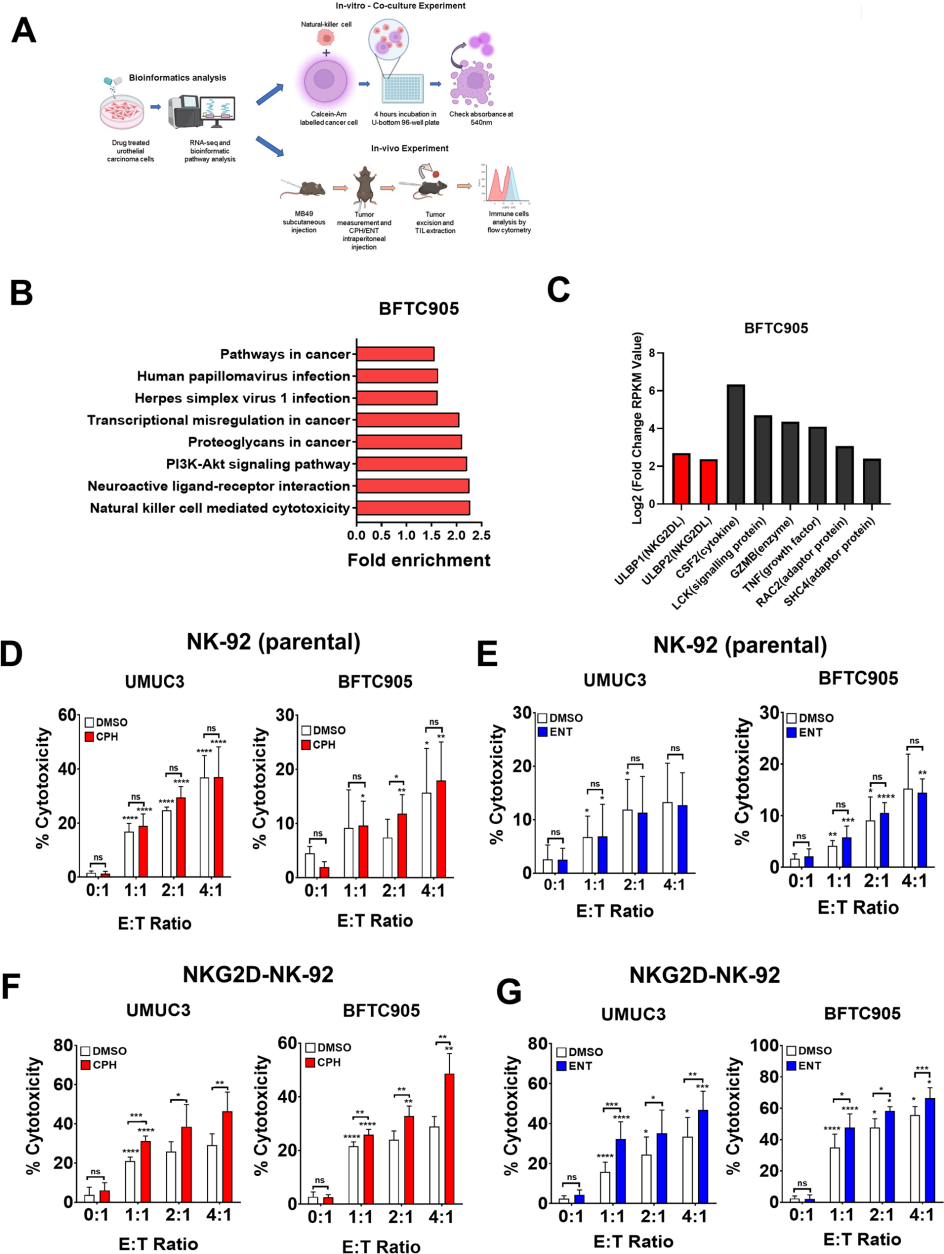
NKG2D NK-92 cells exhibited enhanced NK cell-mediated cytotoxicity in UC cells pretreated with epigenetic drug. **A** schematic representation of the experimental setup. **B** Histogram showing enrichment of upregulated genes associated pathways and **C** list of upregulated genes using RNA-Seq data from BFTC905 UC cells treated with cyproheptadine (CPH). UMUC3 and BFTC905 cells pretreated cyproheptadine (CPH, 50 µM in UMUC3 and 25 µM in BFTC905 cells) or Entinostat (ENT, 2 µM) were co-cultured with either (**D**, **E**) parental NK-92 or (**F**, **G**) NKG2D-NK-92 cells. Bar chart showing cell specific lysis with different effector to target (E: T) ratio as the measure of NK cell-mediated cytotoxicity via calcein-AM assay (For detail, please see material and methods). Interestingly, pretreatment with CPH or ENT only further enhanced the NK cell-mediated cytotoxicity in NKG2D-NK-92 cells (**F**, **G**), but not parental NK-92 cells (**D**, **E**). Each error bar represents mean ± SD from triplicates. The significance is calculated by unpaired T-test. ****P < 0.0001; *** *P* < 0.0005; **P < 0.01; *P < 0.05. Individual asterisk shown on each bar compares to the previous E to T ratio bar of each group

UMUC3 and BFTC905 cells were first pretreated with either CPH or ENT, at concentrations that maintained at least 70% viability, as demonstrated by the CCK8 assay (Suppl Fig S1A, B). Indeed, pretreatment of the drugs did not significantly affect the viability of the UC cells (Fig. 1D, E, E: T ratio 0:1). The drug-treated cells then co-cultured with NK-92 NK cells (Huang et al. 2020), which was confirmed to have potent cytotoxic ability against MHC-I deficient K562 cells (Suppl Fig S2A) (Song et al. 2020). Although increasing effector to target (E: T) ratio demonstrated an increased cell-specific lysis in UMUC3 and BFTC905 cells, pre-treatment with CPH (Fig. 1D) and ENT (Fig. 1E) did not significantly enhance the cell-specific lysis in these cells.

These results might be due to low expression of the NKG2D receptor in NK-92 cells, potentially limiting their ability to bind with ULBPs-expressing tumor cells. Indeed, flow cytometry confirmed that NKG2D was not highly expressed in NK-92 cells (Suppl Fig S3). To address this issue, we enhanced the NKG2D expression in NK-92 cells (referred to as NKG2D-NK-92) by CRISPR genome editing to knock-in an CMV promoter upstream of NKG2D. The synthetic promoter bypassed the endogenous promoter and upregulated the NKG2D expression (Suppl Fig S3). Co-culture experiments with NKG2D-NK-92 cells demonstrated a significant enhancement in NK cell-mediated cytotoxicity against K562 (Suppl Fig S2B), UMUC3, and BFTC905 cells treated with CPH (Fig. 1F) or ENT (Fig. 1G). Fluorescence microscopy images further supported these findings, showing a decrease in target cell density indicative of NK cell-mediated cytotoxicity (Suppl Fig S4).

### CPH and ENT enhance NK cell-mediated cytotoxicity in UC cells using primary NK cells

Next, we investigated whether similar cytotoxic function can be observed using human primary NK cells. Considering this, we isolated and expanded human primary NK cells from peripheral blood mononuclear cells (PBMCs) derived from umbilical cord blood (Suppl Fig S5). Flow cytometry analysis of expanded primary human NK cells demonstrates a high purity, with 96–98% of the cells, being identified as CD3^−ve^ CD56^+ve^ NK cells (Fig. 2A). 

**Fig. 2:**
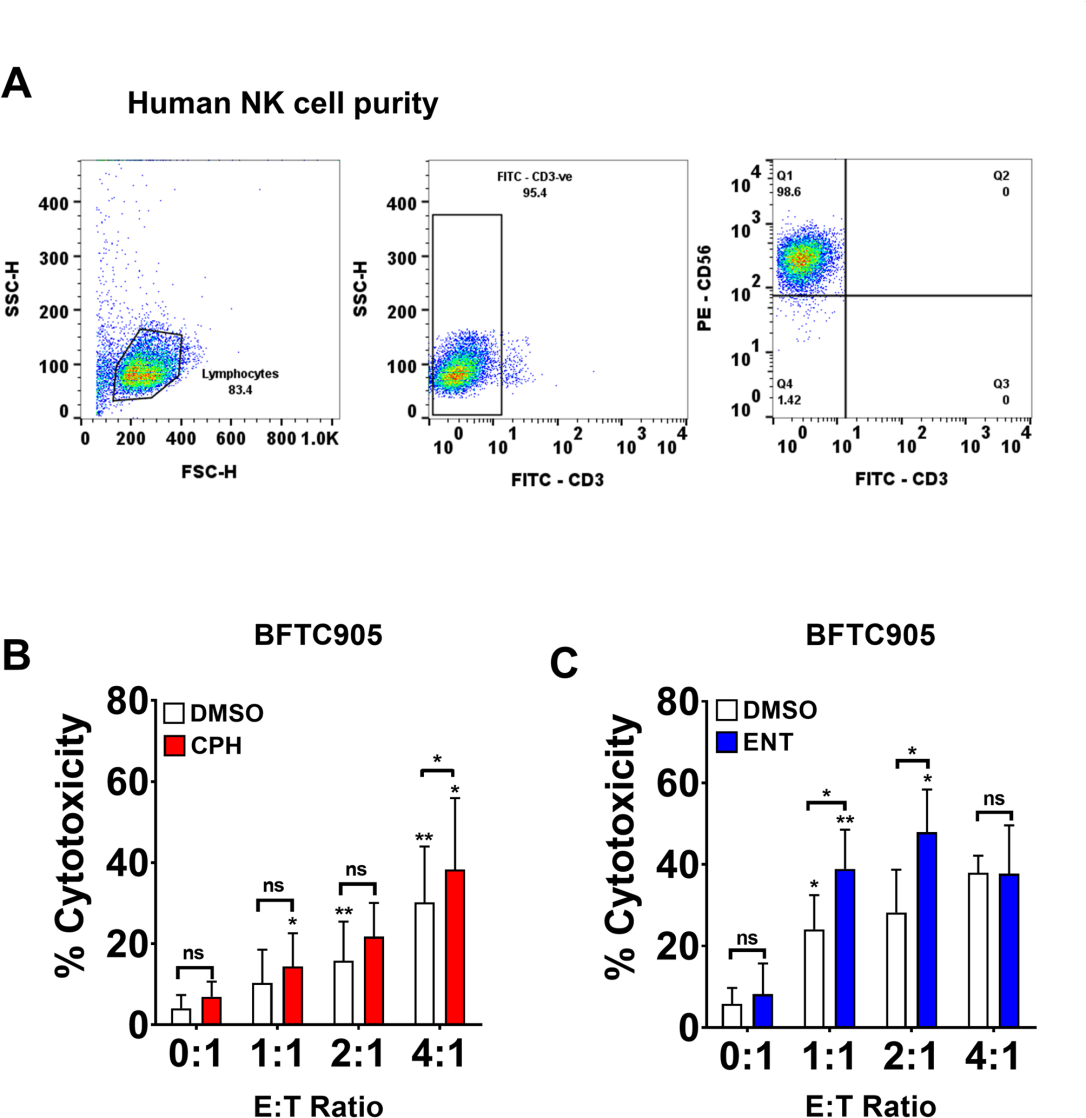
Primary human NK cells exhibited enhanced NK cell-mediated cytotoxicity in UC pretreated with epigenetic drug. Primary NK cells were isolated from cord blood of three health donor. **A** Representative flow cytometry analysis showing purity of expanded primary human NK cells using CD3^−ve^CD56^+ve^. Left panel: lymphocyte population; middle panel: CD3^−ve^ population; right panel: CD3^−ve^CD56^+ve^ population. Bar chart showing cell specific lysis with different E:T ratio as the measure of NK cell-mediated cytotoxicity using expanded primary NK cells, via calcein-AM assay, in BFTC905 cells pretreated with (**B**) 25 µM CPH or (C) 2 µM ENT. Representative experiments of human primary NK cells isolated from the cord blood PBMCs of one healthy donor’s were shown. Each error bar represents mean ± SD from triplicates. The significance is calculated by unpaired T-test. ****P < 0.0001; *** *P* < 0.0005; **P < 0.01; *P < 0.05. Individual asterisk shown on each bar compares to the previous E to T ratio bar of each group

Co-culture experiment demonstrated that primary human NK cells exhibit enhanced cytotoxicity against UC BFTC905 cells, treated with CPH (Fig. 2B) and ENT (Fig. 2C). Taken together, these results suggest that epigenetic treatment in UC cells can enhance the NK cell-mediated anti-tumor immune response in both NKG2D-NK-92 cells and primary NK cells.

### CPH and ENT restore the expression of ULBP2 in UC cells

In light of the enriched NK cell-mediated cytotoxicity pathway in BFTC905 cells treated with CPH (Fig. 1B, C), we then investigated the expression of genes involved in NK cell-mediated cytotoxicity in BFTC905 UC cells. Specifically, both RNA-Seq and qRT-PCR showed that treatment with CPH indeed upregulate the expression of the NKG2DLs, except for MICA, with the highest expression level of ULBP2, compared to other NKG2DLs in BFTC905 cells (Fig. 3A, Suppl Table S3, Suppl Fig S6). Previous study demonstrated that ULBP2 has been reported to be epigenetically suppressed in various cancers (Lopez-Soto et al. 2009). In this regard, we first examined mRNA levels of ULBP2 in a panel of UC cells in comparison with SV-HUC (immortalized normal bladder epithelial cells) and HEK-293T (immortalized normal kidney cells). Our results indicated a downregulation of ULBP2 in UC cells, as compared to SV-HUC1 and HEK293T cells (Fig. 3B). We then examined whether ULBP2 can be epigenetically restored in UC. Our results showed that treatment with CPH or ENT can upregulate ULBP2, in both mRNA (Fig. 3C) and protein (Fig. 3D), in UMUC3, BFTC905, and J82 UC cells.

**Fig. 3:**
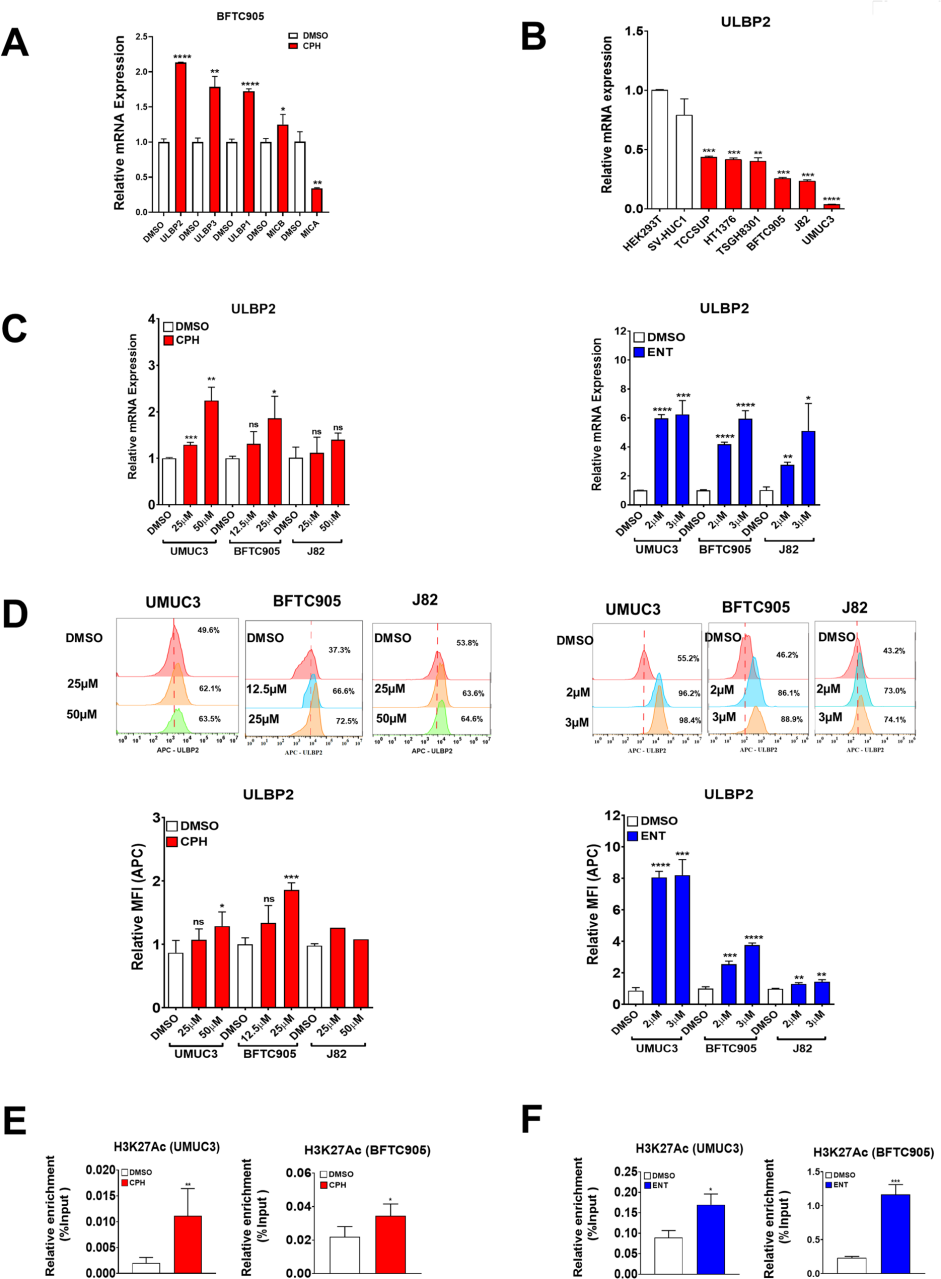
Restoration of NKG2D ligands in urothelial carcinoma treated with CPH or ENT. **A** Bar chart showing the relative mRNA expression of NKG2DLs in BFTC905 cells treated with CPH 25µM for 48 h using qRT-PCR. **B** Relative expression of ULBP2 in HEK293T, SV-HUC1 and a panel of UC cell lines by quantitative RT-PCR. Expression of ULBP2 in UC cells treated with CPH (left) or ENT (right) by (**C**) quantitative RT-PCR and (**D**) flow cytometry analysis. Enrichment of H3K27 Ac at the promoter of ULBP2 was determined in UC cells treated with (**E**) CPH (25 µM in BFTC905, 50µM in UMUC3) or (**F**) ENT (2µM) as determined by ChIP-qPCR. Each error bar represents mean ± SD from triplicates. The significance is calculated by unpaired T-test. ****P < 0.0001; *** *P* < 0.0005; **P < 0.01; *P < 0.05

Further experiments demonstrated that ULBP2 is epigenetically silenced by histone modification, but not DNA methylation (Suppl Fig S7), as CPH (Fig. 3E) and ENT (Fig. 3F) restored the enrichment of the active histone marks H3K27Ac in UMUC3 and BFTC905 cells as demonstrated by ChIP-qPCR. Additionally, a decrease enrichment of the repressive histone mark H3K27me3 on the ULBP2 promoter was also observed in in CPH and ENT treated cells (Suppl Fig S8). Taken together, these results suggested that ULBP2 is epigenetically silenced by histone modifications and can be restored by epigenetic reprogramming following CPH and ENT treatment, further confirming that CPH is an epigenetic modifier.

### Overexpression of ULBP2 enhanced NK cell-mediated cytotoxicity in UC cells

The above experiments demonstrated an augmentation in NK cell-mediated cytotoxicity following epigenetic treatment in UC cells. To confirm whether the interaction between ULBP2 and NKG2D predominantly underlies NK cell-mediated cytotoxicity in UC cells, we overexpressed ULBP2 in UMUC3 cells and separated them into two groups based on the ULBP2 and GFP protein expression levels (Fig. 4A-C). RT-PCR experiment also confirmed that these cells expressed high level of ULBP2 as compared to CPH-treated UC cells (Suppl Fig S9). As expected, when co-culturing with NKG2D-NK-92 cells, UMUC3 cells with higher expression of ULBP2 (Fig. 4D, red) showed higher cell-specific lysis, compared to cells with lower expression of ULBP2 (Fig. 4D, blue) or GFP control (Fig. 4D, white). These results confirmed that ULBP2-NKG2D interaction triggers NK cells to kill tumor cells directly. 

**Fig. 4:**
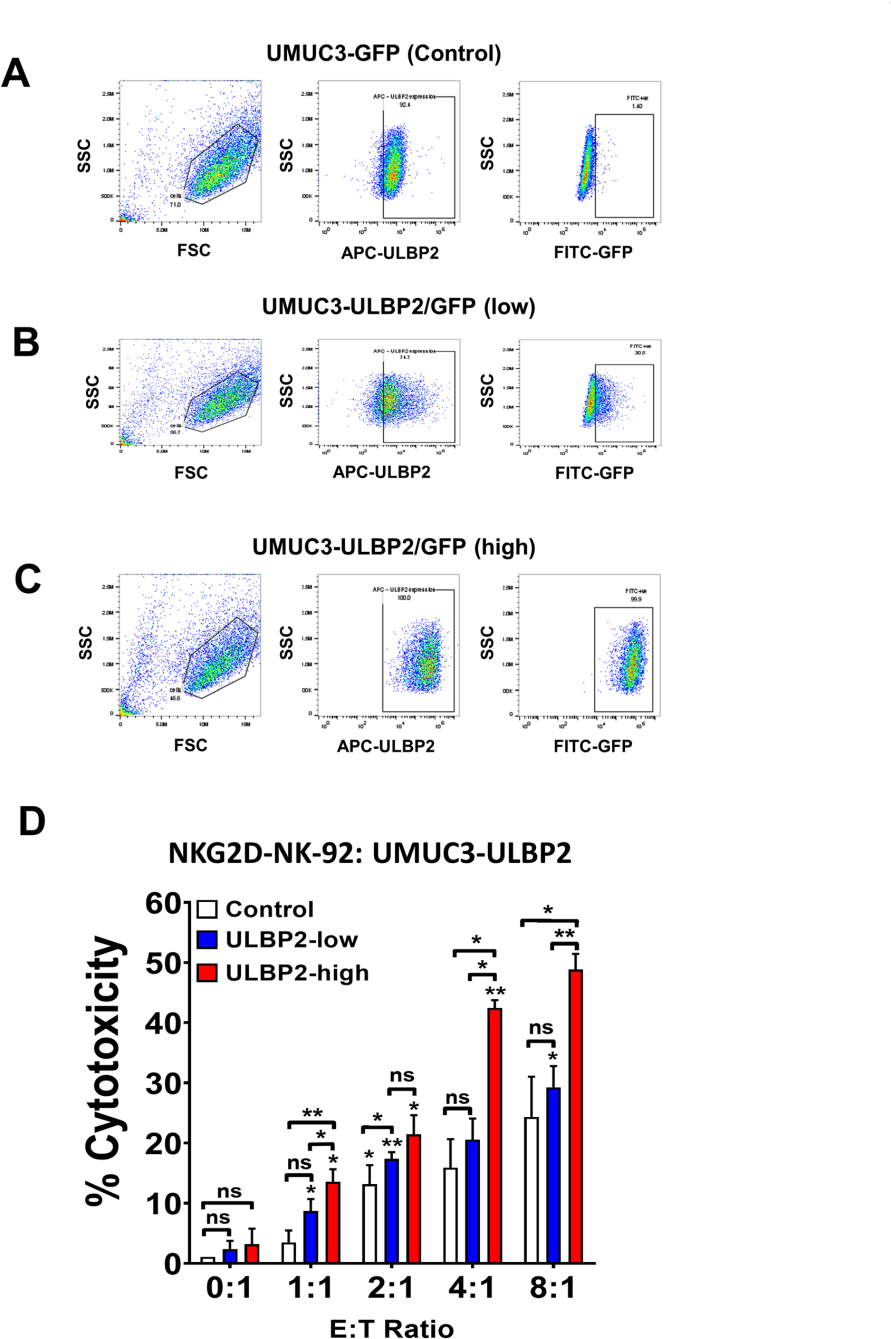
Enhanced NK cell-mediated cytotoxicity in ULBP2 overexpressing UC cells. Flow cytometry analysis of UMUC3 cells expressing (**A**) control, (**B**) low, or (**C**) high level of ULBP2, as determined by ULBP2 (middle panel) and GFP intensity (right panel). **D** Bar chart showing cell specific lysis via calcein-AM assay with different E:T ratio of NKG2D-NK-92 cells vs. UMUC3 with different expression level of ULBP2 (white: control, no expressing; blue, low expression; red: high expression) in BFTC905 cells. Each error bar represents mean ± SD from triplicates. The significance is calculated by unpaired T-test. ****P < 0.0001; *** *P* < 0.0005; **P < 0.01; *P < 0.05. Individual asterisk shown on each bar compares to the previous E to T ratio bar of each group

To further support this notion, we generated ULBP2 knock-down (KD) BFTC905 cells using shRNA. Quantitative RT-PCR (Suppl Fig S10 A, B) and flow cytometry (Suppl Fig S10 C, D) confirmed the down-regulation of ULBP2 in the KD cells, even after treatment with CPH or ENT. Unexpectedly, upon co-culture with NKG2D-NK-92 cells, ULBP2 KD BFTC905 cells did not show a significant effect on the lysis after treatment with CPH (Suppl Fig S10E) and ENT (Suppl Fig S10 F), as compared to scramble control. These results suggested that epigenetic treatment may upregulate targets other than ULBP2 in eliciting NK cell-mediated cytotoxicity in UC cells.

### CPH and ENT inhibit tumor progression in syngeneic mice model

To examine the effect of CPH and ENT in eliciting NK cell-mediated cytotoxicity in UC cells in vivo, we performed a syngeneic mice tumor model using murine MB49 UC cells (Figs. 1A and 5A). Treatment with CPH (Fig. 5B) or ENT (Fig. 5C) inhibited the growth of MB49 tumors in wild-type B6 mice. The reduced tumor growth is probably due to the infiltration of NK, NKT cells in the tumor microenvironment as analyzed by FACS (Fig. 5D, E, Suppl Fig S11 A) and immunohistochemistry (Fig. 6-C). Unfortunately, we observed no significant increase in infiltrated CD8 + T cells in CPH or ENT treatment group (data not shown).

**Fig. 5:**
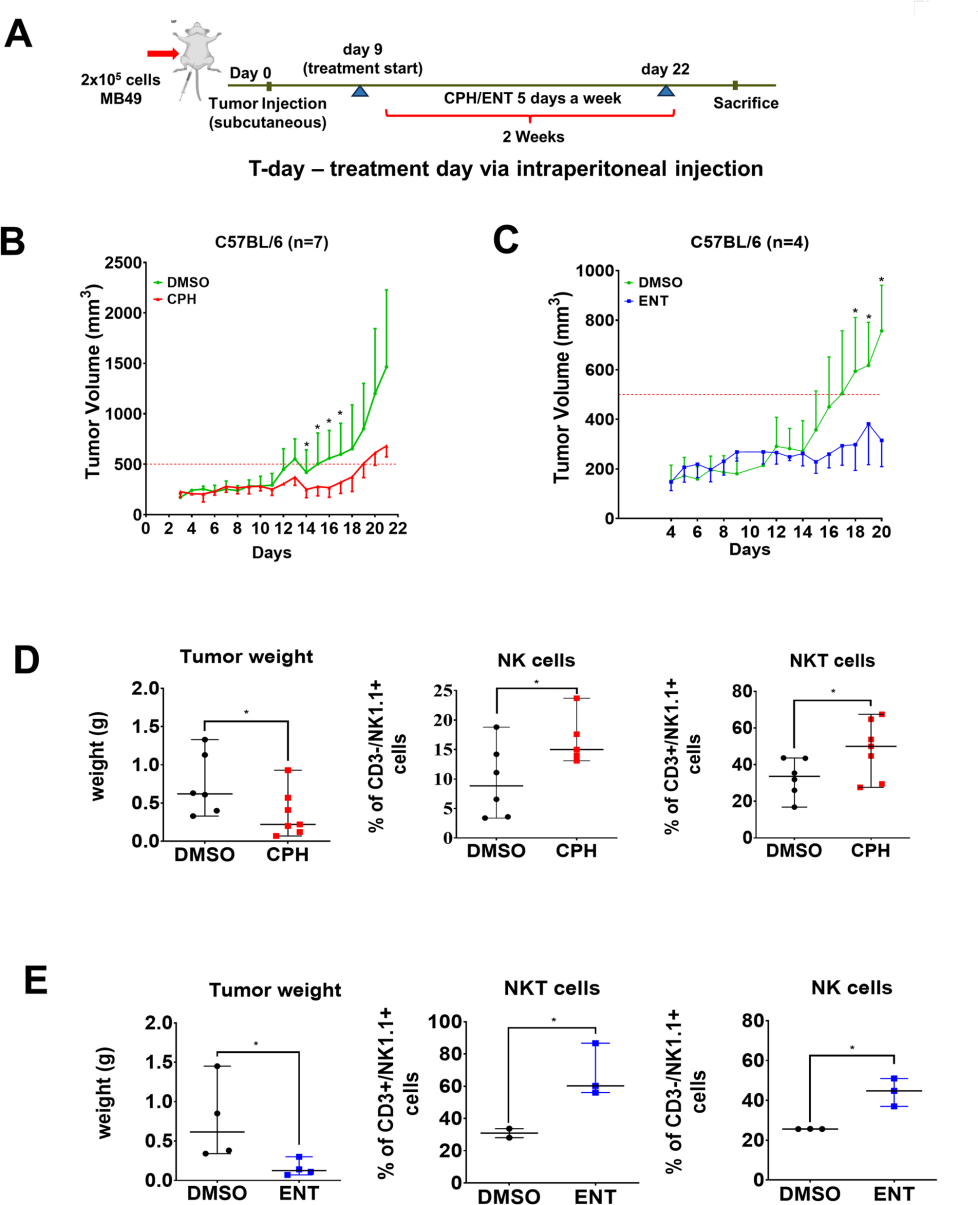
Epigenetic treatment delays tumor progression in syngeneic tumor mice model. **A** Schematic representation of the treatment plan. In brief, MB49 UC cells were injected subcutaneously into C57BL/6 mice. Eight days after the tumor inoculation, 5 mg/kg of CPH or 3 mg/kg of ENT were injected i.p. 5 days per week for 2 weeks. Tumor volume was measured daily. Tumor volume of mice treated with (**B**) CPH (*n* = 7/group) or (**C**) ENT (*n* = 4/group) was shown. Dot plot showing tumor weight, infiltrated CD3-ve NK and CD3 + ve NKT cells, as determined by flow cytometry, in mice treated with (**D**) CPH or (**E**) ENT, respectively. The significance is calculated by unpaired T-test. *P < 0.05

**Fig. 6:**
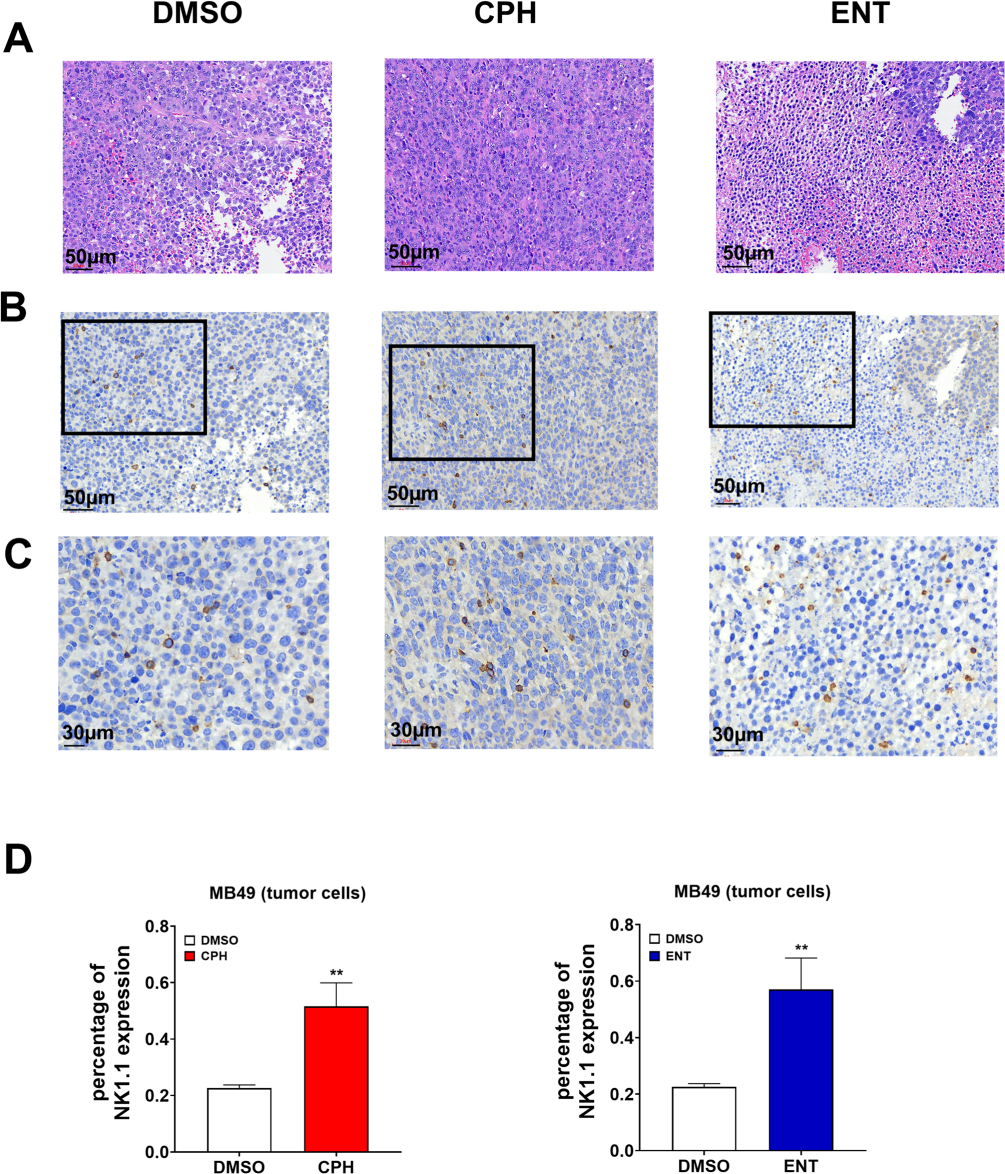
Infiltration of NK cells in tumor microenvironment of syngeneic tumor mice model. **A** Representational illustration of HE stained sample of tumor tissues. **B** IHC stained of NK1.1 showing infiltrated NK cells in tumor microenvironment in dark brown colored cells. The boxed region is enlarged and shown in (**C**). **D** Bar graph showing percentage of infiltrated NK cells in tumor microenvironment. Infiltrated cells were determined using imageJ software. The significance was calculated by unpaired T-test. **P < 0.01

Moreover, we investigated the differentially expressed genes in CPH-treated MB49 cells utilizing RNA-seq. 

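The RNA-seq libraries came from MB49 cells, the murine UC line of the syngeneic tumors, treated for 48 h with CPH or with DMSO, the vehicle. There were 2 libraries per treatment (n = 2), which the paper describes as duplicates, and whether each came from its own culture is not given in the sources used here. The sample labels and Supplementary file 2 give the CPH dose as 25 µM, whereas the methods paragraph on drug treatment names a lower and a higher dose for cells harvested for RNA-Seq. The values reported here are those of the libraries at 25 µM. Stranded libraries of poly(A) mRNA were sequenced on an Illumina NovaSeq. The authors counted the reads on each gene and deposited these counts without normalization, together with TPM, which divides each count by the length of its gene and scales every library to the same sum. The aligner and the counting program are not given in the sources used here. The deposited table lists 55471 genes by Ensembl identifier. Starts and ends of most genes equal those of the GENCODE M21 annotation of GRCm38, and coordinates are given on that build. Reads counted on genes totalled 17433384 and 16772531 in CPH replicates 1 and 2, and 21544073 and 21850667 in DMSO replicates 1 and 2. Between 18431 and 19048 genes had a read in a given library, and the 10 genes with the most reads took 5.97% to 7.18% of a library. From these counts, library size was normalized with edgeR's TMM factors, which lay between 0.990 and 1.01. The filterByExpr filter of edgeR, with a minimum count of 10, left 13171 genes, and edgeR's quasi-likelihood test compared CPH with DMSO with Benjamini-Hochberg adjustment over these genes. Group values are CPM, read counts scaled to a common library size, as mean ± SD. For genes under the filter, the ratio of summed counts relative to the library totals multiplied by their TMM factors is given with its exact 95% interval, which covers counting error only. The CPH replicates differed more than the DMSO replicates: the SD of the difference in log2 CPM between replicates, over genes, was 0.399 for CPH and 0.270 for DMSO.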

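In CPH-treated MB49 cells, 868 genes were upregulated and 852 downregulated at an adjusted p under 0.05 (edgeR), 1720 of the 13171 genes tested. Fits without a single library take their variance from the remaining pair of replicates alone. Their counts of changed genes therefore cannot show how far the result rests on that library. Against a log2 fold change of 1 in place of 0 (edgeR's glmTreat), 40 genes passed the threshold. Among genes with a mean TPM of at least 1 and no overlap between the CPH and DMSO libraries, the 5 largest increases by log2 fold change were in Ptgds, Cck, Eya1, Gm41724 and Cyp1a1. Ptgds (ENSMUSG00000015090, chromosome 2 from 25466709 to 25470046) encodes a prostaglandin D synthase, and its expression was 37.3 ± 5.40 CPM with CPH and 2.21 ± 0.412 CPM with DMSO, a log2 fold change of 4.07 (standard error 0.195, adjusted p = 0.000701 from edgeR). Eya1 had a log2 fold change of 3.68 (adjusted p = 0.000849 from edgeR) and Cyp1a1, a target of the aryl hydrocarbon receptor, of 3.44 (adjusted p = 0.00364 from edgeR). Gm41724, with a log2 fold change of 3.65, is annotated as antisense to Lox, and its value is uncertain since the counting is not stated to use strand. The 5 largest decreases were in D5Ertd615e, Gm34653, Usp43, Gpr35 and Gm8818. Usp43 (ENSMUSG00000020905, chromosome 11 from 67854523 to 67922153), a gene for a ubiquitin-specific protease, was counted at 1.25 ± 0.406 CPM with CPH and 13.3 ± 0.0395 CPM with DMSO, a log2 fold change of -3.41 (standard error 0.230, adjusted p = 0.000849 from edgeR). Gpr35 had a log2 fold change of -3.13 (adjusted p = 0.00622 from edgeR). Gm34653 had 3 reads over both CPH libraries, a ratio of CPH to DMSO of 0.0796 (95% interval 0.0159 to 0.247). D5Ertd615e, at a log2 fold change of -3.74, overlaps another gene on its strand, and Gm8818, at -3.00, is a pseudogene inside Lamc1, which leaves both values uncertain.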

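Mouse NKG2DLs, the ligands of the activating NK cell receptor NKG2D, are encoded by the Raet1 genes, Ulbp1 and the H60 genes. Of 9 such genes, 5 were listed in the deposited table and 2 passed the filter on low counts. Raet1a, Raet1b, Raet1c and H60a were not listed, so the table holds no value for them. Ulbp1 (ENSMUSG00000079685) lies on chromosome 10 of GRCm38 from 7440362 to 7473638. Its expression was 105 ± 29.6 CPM (SD, n = 2) with CPH and 189 ± 4.93 CPM (SD, n = 2) with DMSO, a log2 fold change of -0.86 (standard error 0.183, adjusted p = 0.0266 from edgeR, and 0.00381 adjusted over the list alone). The decrease was larger than the spread between replicates, with 2208 and 1412 reads in the CPH libraries against 4127 and 4017 in the DMSO libraries. With each library left out in turn its log2 fold change stayed between -1.17 and -0.59. However, the adjusted p was 0.0637 with limma on log2(TPM + 0.1) and 0.110 in edgeR without the filter on low counts. It was highest, at 0.358, with the unpaired test with pooled variance on TPM. Raet1e (ENSMUSG00000053219, chromosome 10 from 22158569 to 22374139) was expressed at 38.1 ± 1.55 CPM with CPH and 43.0 ± 1.28 CPM with DMSO, a log2 fold change of -0.17 that did not pass the threshold (standard error 0.115, adjusted p = 0.335 from edgeR). The annotated span of Raet1e contains Raet1d and H60b, and the Raet1 genes are near-identical, so the authors' counting could have split reads between them and their values are uncertain. Raet1d had 4 and 1 reads with CPH and 10 and 9 with DMSO, a ratio of 0.328 (95% interval 0.0958 to 0.909). H60b had 1 read in all libraries together and H60c none, so a change in either was not detectable at this depth. No listed ligand had a higher mean CPM with CPH than with DMSO.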

Unexpectedly, we did not observe any upregulation of NKG2DLs in CPH-treated MB49 cells (Suppl Fig S11B). 

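Supplementary file 2 lists 17 chemokines, of which 15 passed the filter on low counts. At an adjusted p under 0.05 (edgeR), 6 of these were upregulated in CPH-treated MB49 cells and 0 downregulated (6 and 0 at an unadjusted p under 0.05, and 4 and 0 at an adjusted p under 0.05 in DESeq2), and the same 6 passed when adjusted over the list alone, a list for which the paper already shows values of these samples. Over the 15 genes, 12 had a log2 fold change above 0 and 3 below in edgeR, against 9 and 6 with limma on log2(TPM + 0.1), where Ccl9, Cxcl5 and Cxcl10 changed sign. Ccl3 (ENSMUSG00000000982) lies on chromosome 11 of GRCm38 from 83647844 to 83649355. It was counted 13 and 16 times in the CPH libraries and 4 times in each DMSO library, or 0.844 ± 0.148 CPM (SD, n = 2) against 0.186 ± 0.00129 CPM (SD, n = 2). Its log2 fold change was 2.14 (standard error 0.483, adjusted p = 0.0307 from edgeR, and 0.00781 adjusted over the list alone). The ratio of summed counts was 4.52 with a 95% interval of 2.02 to 11.4. With single libraries left out, the log2 fold change of Ccl3 stayed between 1.96 and 2.32. In such fits the variance comes from the remaining pair of replicates alone, which also moves the adjusted p. Over the alternatives the adjusted p of Ccl3 ran from 0.00304 to 0.222. Ccl8 (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799) had as few reads, 14 and 12 with CPH and 4 and 3 with DMSO, and a log2 fold change of 2.17 (standard error 0.505, adjusted p = 0.0338 from edgeR), the largest of the 15 with all libraries but below that of Ccl3 without CPH replicate 1 (2.09 against 2.32) and without DMSO replicate 2 (1.97 against 2.13), and below that of Ccl20 without DMSO replicate 1 (2.38 against 2.68). Its adjusted p was 0.165 without DMSO replicate 1 and 0.227 without DMSO replicate 2, the highest over the alternatives, and 0.00484 at the lowest. The most abundant of the 6 were Ccl2 and Cxcl3. Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) was expressed at 516 ± 40.7 CPM with CPH and 218 ± 17 CPM with DMSO, a log2 fold change of 1.24 (standard error 0.115, adjusted p = 0.00189 from edgeR). Cxcl3 (ENSMUSG00000029379, chromosome 5 from 90786103 to 90789600) reached 513 ± 66.9 CPM with CPH against 236 ± 5.19 CPM with DMSO, a log2 fold change of 1.12 (standard error 0.121, adjusted p = 0.00300 from edgeR). Smaller increases were seen in Ccl7, with a log2 fold change of 0.96 (adjusted p = 0.0113 from edgeR), and in Cxcl1, with 0.70 (adjusted p = 0.0144 from edgeR, 0.172 without DMSO replicate 2, and 2.41e-07 to 0.355 over the alternatives). Log2 fold changes of the remaining 9 tested chemokines ran from -0.67 in Ccl27a to 1.06 in Ccl20, and none passed the threshold. Ccl28 and Ccl5, with at most 12 reads in a library, were under the filter. The setting that moved the number of upregulated chemokines most was the unpaired test with pooled variance on TPM, under which 0 had an adjusted p under 0.05 and 3 an unadjusted p under 0.05. The paper singles out the increase in Ccl3 and links it to NK cells through published work in which this chemokine recruits them. It also names CCL3 as the sole chemokine among its 12 common genes. Beyond RNA-seq, it reports higher CCL3 mRNA by qRT-PCR in BFTC905, UMUC3 and MB49 cells with CPH or ENT. By ELISA it reports higher CCL3 protein in MB49 cells with either drug.

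**Figure D1:**
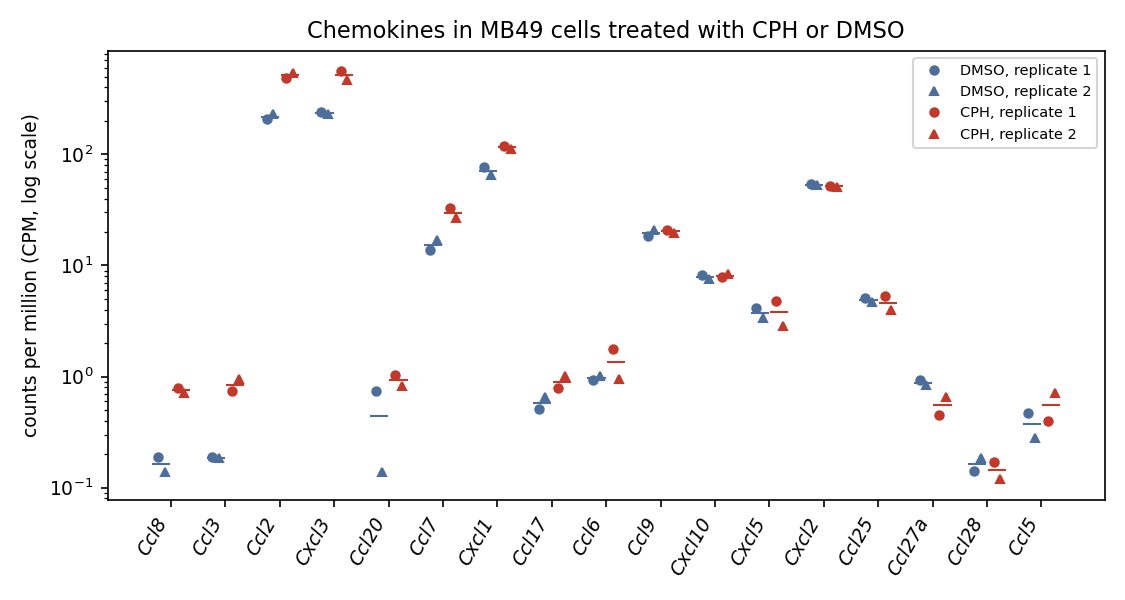
CPM on a log scale for each of the 17 chemokines of Supplementary file 2 in the MB49 libraries, ordered by log2 fold change with the 2 genes under the filter last. Circles and triangles are replicates 1 and 2, red with CPH and blue with DMSO, and horizontal lines are means: Ccl3 and Ccl8 lie below 1 CPM in every library, while Ccl2 and Cxcl3 lie highest in every library.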

Remarkably, the analysis revealed an elevation in the expression of chemokines among the CPH-induced upregulated genes with a particularly notable increase observed in the CCL3 expression (Fig. 7A, B), which has been shown to recruit NK cells and augment the production of IFNγ (Allen et al. 2018). 

**Fig. 7:**
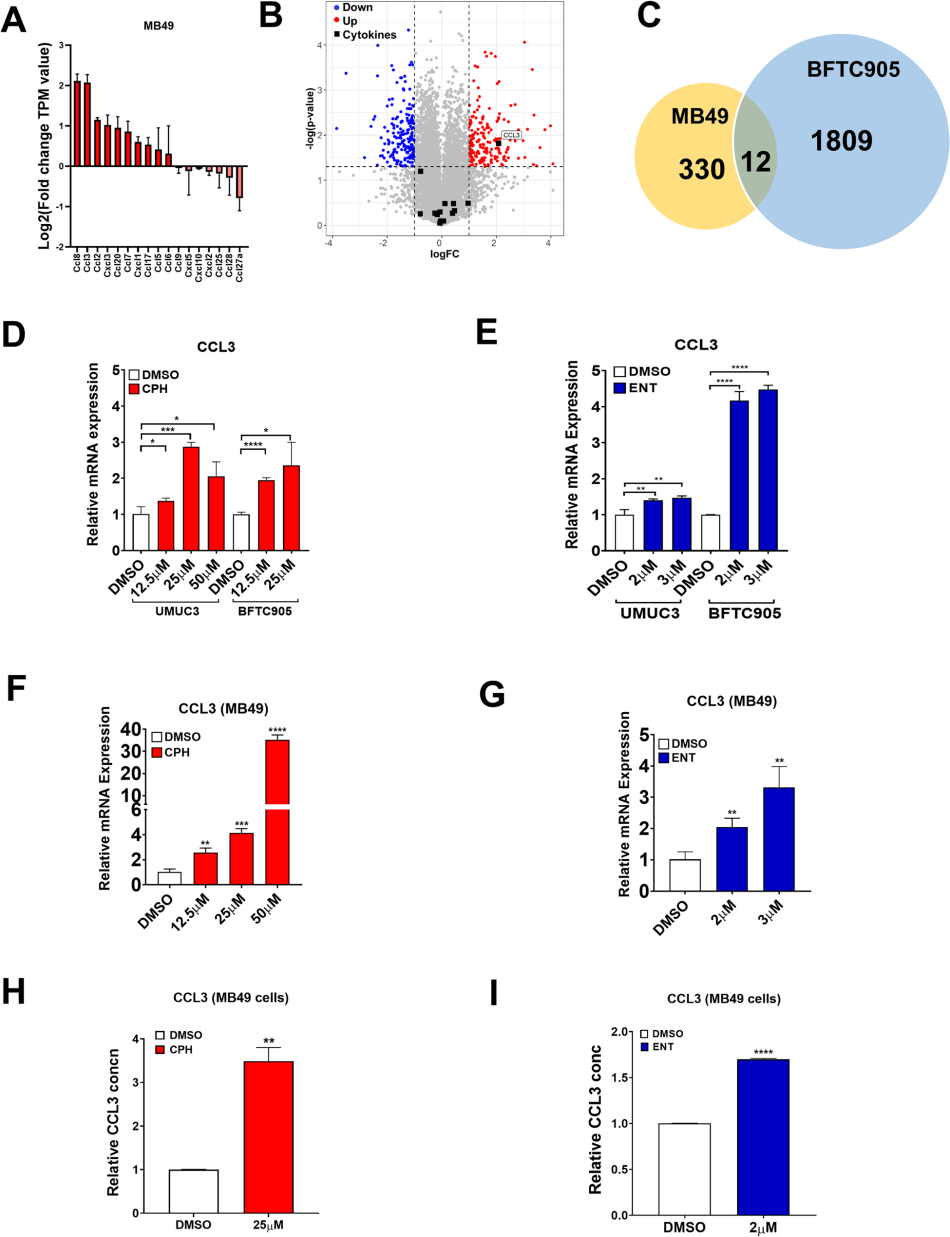
CPH treatment increases the expression of CCL3 in UC cells. **A** Histogram showing expression of chemokines in MB49 cells treated with CPH as determined by RNA-Seq. **B** Volcano plot representing differentially expressed genes of MB49 cells treated with CPH. **C** Venn diagram representing differential upregulated genes and 12 common genes in MB49 cells and BFTC905 cells treated with CPH. Relative expression level of CCL3 mRNA in (**D**, **E**) human and (**F**, **G**) mice UC cells treated with (**D**, **F**) CPH or (**E**, **G**) ENT, as determined by quantitative RT-PCR. Relative protein expression of CCL3 in MB49 parental cells treated with (**H**) CPH and (**I**) ENT is quantified by ELISA. Each error bar represents mean ± SD from triplicates. The significance is calculated by unpaired T-test. ****P < 0.0001; *** *P* < 0.0005; **P < 0.01; *P < 0.05

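Fig. 7B draws lines at an unadjusted p of 0.05 and a log2 fold change of 1. Past both lines, edgeR placed 416 upregulated and 263 downregulated genes. With the adjusted p in place of the unadjusted one, 279 upregulated genes were left, and with limma on log2(TPM + 1), the setting that moved this count most, 130 were past the lines. Of the tested chemokines, Ccl3, Ccl8, Ccl2 and Cxcl3 were past both lines. The authors also deposited their own comparison of CPH with DMSO. Their p-values, given for 22541 genes, were all within 1e-06 of those computed here with DESeq2 on the same counts, while their log2 fold changes were nearer to 0 than unshrunken DESeq2 values for 22522 of the genes. In that deposited comparison the log2 fold change is 0.13 for Ccl3 and 0.11 for Ccl8, with no adjusted p given for either. DESeq2 gave unshrunken values of 2.17 and 2.20 for the same pair, whose counts are low.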

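In the MB49 libraries, 4 of the 12 genes that the paper lists as common to both cell lines passed the filter on low counts, and all 4 were upregulated at an adjusted p under 0.05 (edgeR): Cck, Cyp1b1, Myo7b and Ccl3. The human BFTC905 libraries of the comparison were not analysed here. Cck (ENSMUSG00000032532, chromosome 9 of GRCm38 from 121489824 to 121495694), the gene for cholecystokinin, had 17 and 26 reads with CPH and 1 and 2 with DMSO, a ratio of 17.9 (95% interval 5.72 to 90.1; adjusted p = 0.00800 from edgeR). Cyp1b1 (ENSMUSG00000024087, chromosome 17 from 79701537 to 79715061) was expressed at 9.52 ± 3.58 CPM (SD, n = 2) with CPH and 1.67 ± 0.383 CPM (SD, n = 2) with DMSO, a log2 fold change of 2.51 (standard error 0.319, adjusted p = 0.00481 from edgeR). Myo7b (ENSMUSG00000024388, chromosome 18 from 31959234 to 32036961) reached 2.94 ± 0.620 CPM with CPH against 0.675 ± 0.235 CPM with DMSO, a log2 fold change of 2.11 (standard error 0.341, adjusted p = 0.0105 from edgeR). Without a given library, Cck, Cyp1b1 and Myo7b kept an adjusted p under 0.05 in edgeR. The other 8 genes, Cacna1b, Cldn4, Hsd11b1, Lsmem2, Pacsin1, Pcdhga2, Rsph10b and Trim63, had fewer than 20 reads over the 4 libraries and were under the filter. Of these, Lsmem2 had the most, with 6 and 7 reads with CPH and 0 and 3 with DMSO, a ratio of 5.41 (95% interval 1.49 to 29.6), and it overlaps Ifrd2 on the other strand. Cldn4 had 2 and 7 reads with CPH and 0 and 2 with DMSO, a ratio of 5.61 (95% interval 1.16 to 53.4). For the remaining 6 the interval included 1, and a difference was not detectable at this depth. Hsd11b1 and Trim63 had no read in CPH replicate 1. Pcdhga2 and Rsph10b overlap other genes on their strand, which leaves their few reads uncertain. All 12 genes had a mean TPM at least 4-fold higher with CPH, a rule chosen after the data were seen.

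**Figure D2:**
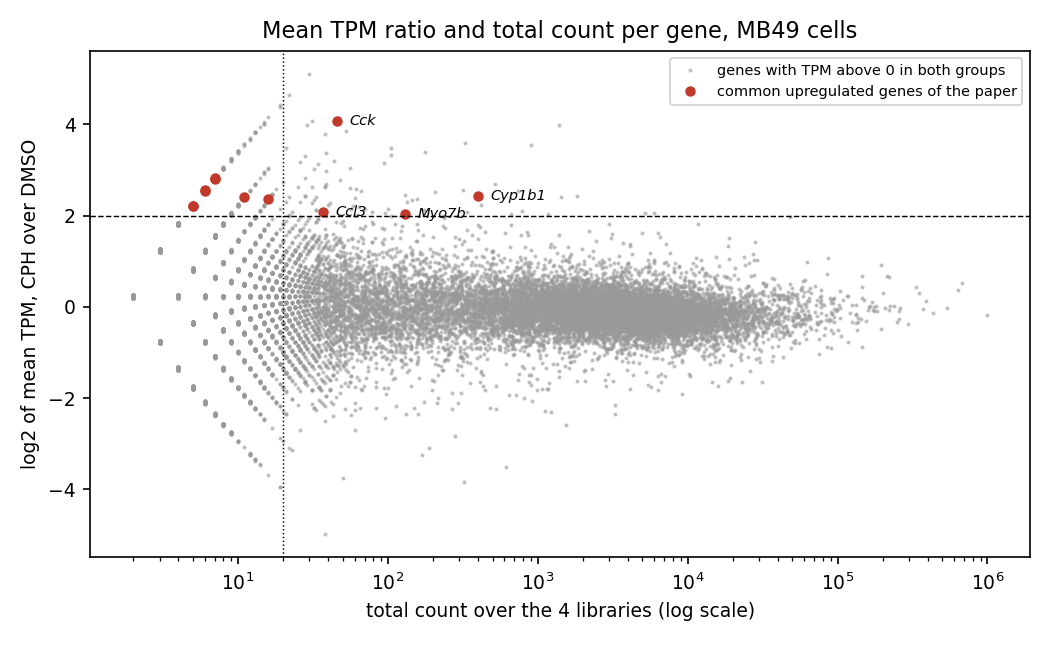
Log2 of the ratio of mean TPM with CPH to that with DMSO against the total count over the 4 MB49 libraries (log scale), with 1 grey point per gene that has TPM above 0 in both groups. Red points are the 12 common genes, several at the same place; the dashed line marks a 4-fold ratio and the dotted line 20 counts, with 8 of the 12 left of it.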

Intriguingly, upon scrutinizing the commonly upregulated genes among CPH-treated MB49 (330 genes) and BFTC905 cells (1809 genes), we identified CCL3 as the only chemokine among the 12 common upregulated genes (Fig. 7C, Suppl Table S4) following CPH treatment across these two species. To confirm these results in human and mouse UC cells, treatment with CPH (Fig. 7D, F) and ENT (Fig. 7E, G) can indeed upregulate CCL3 in BFTC905, UMUC3 and MB49 cells. In addition, treatment of CPH (Fig. 7H) and ENT (Fig. 7I) induced an upregulation of CCL3 protein level as determined by ELISA assay. Taken together, these results suggest that CPH and ENT may exert their influence on additional pathways to recruit NK cell in the tumor microenvironment to elicit NK cell-mediated cytotoxicity in UC. 

## Discussion

In a variety of carcinomas, we and the others have demonstrated that CPH exhibits significant anti-tumor activity through multiple pathways (Jou et al. 2021; Feng et al. 2012; Hsieh et al. 2017). Recent studies have also unveiled an epigenetic mechanism underlying its anti-neoplastic action (Jou et al. 2021; Takemoto et al. 2016). Furthermore, previous study has indicated that CPH could be a novel agent that enhances the efficacy of HDAC inhibitors in eradicating cancer cells (Paoluzzi et al. 2009), suggesting that CPH may be an epigenetic modifier to exert its anti-tumor effects. In this context, our current study explored the potential mechanism behind the anti-tumor effect of CPH in UC. Our findings, both in vitro and in vivo, indicate that CPH, as well as entinostat (ENT), can enhance the anti-tumor immune response mediated by NK cells.

NK cells play a crucial role in anti-tumor innate immune response (Bernardini et al. 2012) and exert their function by a balance between inhibitory and activating receptors, with NKG2D being one of the most potent activating receptor expressed by NK cells (Ke et al. 2016). However, cancer cells develop several mechanisms, such as downregulation of NKG2D ligands (NKG2DL), to evade the NK cell-mediated immunity (Bauman et al. 2016; Zhou et al. 2020; Peng et al. 2022). In this regard, previous studies have emphasized the significance of restoring NKG2DLs to enhance NK cell-mediated cytotoxicity in various cancer types, including breast cancer (Shen et al. 2017) and epithelial tumor cells (Lopez-Soto et al. 2009). For example, ULBP1, a NKG2D ligand (NKG2DL), has been found to be downregulated in esophageal cancer (Tang et al. 2024). Additionally, other well-characterized NKG2DLs, such as MICA/B was also found to be epigenetically silenced in liver (Bugide et al. 2018), and ovarian cancer (Lopez-Soto et al. 2009). Notably, several studies have demonstrated that epigenetic drug treatments can strengthen NK cell-mediated anti-tumor immune response, particularly due to the restoration of NKG2DLs in human cancer (Bugide et al. 2018; Lu et al. 2022). Specifically, treatment with HDAC inhibitor has been shown to enhance NK cell cytotoxicity in solid tumor, by upregulating MICA/B expression (Armeanu et al. 2005).

Consistent with these findings, our study demonstrated that treatment with CPH or ENT, an HDAC inhibitor, elicited NK cell-mediated immune response in UC cells, both in vitro and in vivo. This effect was achieved through the restoration of ULBP2, a NKG2DL, and the NK-trafficking chemokine CCL3. We also showed that upregulation of ULBP2 by CPH in human UC cells is dependent on epigenetic modifications. This supports previous study indicating that NKG2DLs, including ULBP2, are epigenetically silenced by HDAC3, facilitates NK immune evasion (Lopez-Soto et al. 2009). Notably, CPH and ENT treatment not only restores the enrichment of H3K27Ac but also suppresses the repressive H3K27me3. This effect is likely mediated indirectly through the disruption of HDAC-EZH2 interactions or altered chromatin accessibility following HDACi treatment, which interferes with the recruitment or stabilization of EZH2 at gene promoters and promotes transcriptional activation (Adamik et al. 2017; Kumar et al. 2014).

Interestingly, our observation revealed that treatment with CPH upregulated several chemokines including CCL3. Previous studies have emphasized the critical role of CCL3 in facilitating NK cell migration to tumor sites (Bernardini et al. 2012). For example, in an animal model of bladder cancer, treatment with EZH2 inhibitor enhanced the infiltration of NK cells into the tumor microenvironment, through upregulation of CCL3. Thus, suggests that epigenetic treatment can restore the expression of NK-trafficking chemokine, leading to the infiltration of NK cells to the tumor microenvironment. However, further experiments are required to confirm the role of CPH-induced epigenetic modifications in the expression of CCL3.

NK cells play a crucial role in cancer immunotherapy due to their innate ability to identify and eliminate malignant cells. However, the limited availability and variability of primary NK cells pose significant challenges for consistent research and therapeutic applications. To address this issue, we developed a new protocol with lower amounts of IL-2 and IL-15, as compared to other studies (Nakazawa et al. 2023; Cho and Campana 2009), to expand the primary NK cells. Nevertheless, in this study, we utilized NK-92 cell line, which is derived from a patient with non-Hodgkin’s lymphoma (Gong et al. 1994), which is widely used in experimental research (Klingemann 2023) or in clinical applications (Arai et al. 2008). Notably, NK-92 cells can be efficiently expanded and demonstrate strong antitumor efficacy (Reindl et al. 2020). However, the expression of surface molecules in NK-92 may be affected by culturing conditions that differ from the original protocol using horse serum (Klingemann 2023). We, therefore, suspect that the low NKG2D expression observed in our NK-92 cells is due to prolonged culture in RPMI supplemented with FBS. These observations highlight the need to engineer NK-92 cells to express enhanced or synthetic receptors capable of robust, direct cytolysis of target cells. Research groups, including Ke et al. (2016) and Wang et al. (2017), have demonstrated efforts to overexpress NKG2D in NK-92 cells to enhance their functionality. Such approaches hold promise in overcoming the limitations associated with prolonged culture and compromised NK cell functionality.

Immunotherapy targeting PD-1 or PD-L1 has demonstrated improved overall survival in human cancers. For example, a phase III clinical trial demonstrated that UC patients treated with Avelumab showed improved overall survival (Powles et al. 2020). However, this treatment is effective in only a subset of patients, likely due to insufficient immunocyte infiltration, characteristic of “cold tumors” (Lin et al. 2021). Numerous studies have highlighted the crucial role of restoring CD8 + T-cell infiltration, or converting tumors from “cold” to “hot”, to enhance the efficacy of such immunotherapies (Kumar et al. 2021; Miller, 2019 #108). Nevertheless, the significance of NK cells in this context has been underestimated, as highlighted by a recent study where Hsu et al. (2018) demonstrated that immune checkpoint therapy elicits a strong NK cell response essential for the therapeutic effects of immunotherapy (Hsu et al. 2018). Our results suggest that treatment with CPH may bolster the effectiveness of immunotherapy in human cancer by enhancing NK cell infiltration.

Additionally, a recent study reported that allergy, through histamine action, can promote tumor growth and resistance to immune checkpoint blockade in both mouse models and human cancers. Treatment with fexofenadine, an antihistamine, was found to restore tumor sensitivity to immunotherapy (Li et al. 2022). This suggests that antihistamines, including CPH, may play a role in enhancing the effects of immunotherapy, warranting further investigation.

There are several limitations in this study. First, we did not perform depletion experiments to confirm the contribution of NK cells and CCL3 in the anti-tumor activity in vivo. Second, the potential anti-tumor effects of CPH or ENT as standalone treatments at the current dosage have not been thoroughly investigated in vivo. Future studies involving immunocompromised mice are necessary to further evaluate the anti-tumor efficacy of CPH and ENT in vivo. Alternatively, pharmacokinetics (PK) and pharmacodynamics (PD) studies could be conducted to determine the effective in vivo dosage of these compounds, thereby allowing for a more accurate estimation of the corresponding effective dose in vitro.

In summary, our studies have demonstrated that both CPH and ENT exhibit anti-tumor activity by enhancing NK cell-mediated cellular cytotoxicity in UC cell lines and syngeneic tumor mouse models. This effect is attributed to the epigenetic restoration of NKG2DLs and the upregulation of CCL3, leading to increased NK cell infiltration into the tumor microenvironment (Fig. 8). Targeting the epigenetic machinery with agents such as CPH or HDAC inhibitors may offer novel therapeutic strategies to enhance the effectiveness of immunotherapy in human cancers. Further study is warranted to explore the full potential of CPH as an epigenetic modifier in cancer immunotherapy.

**Fig. 8:**
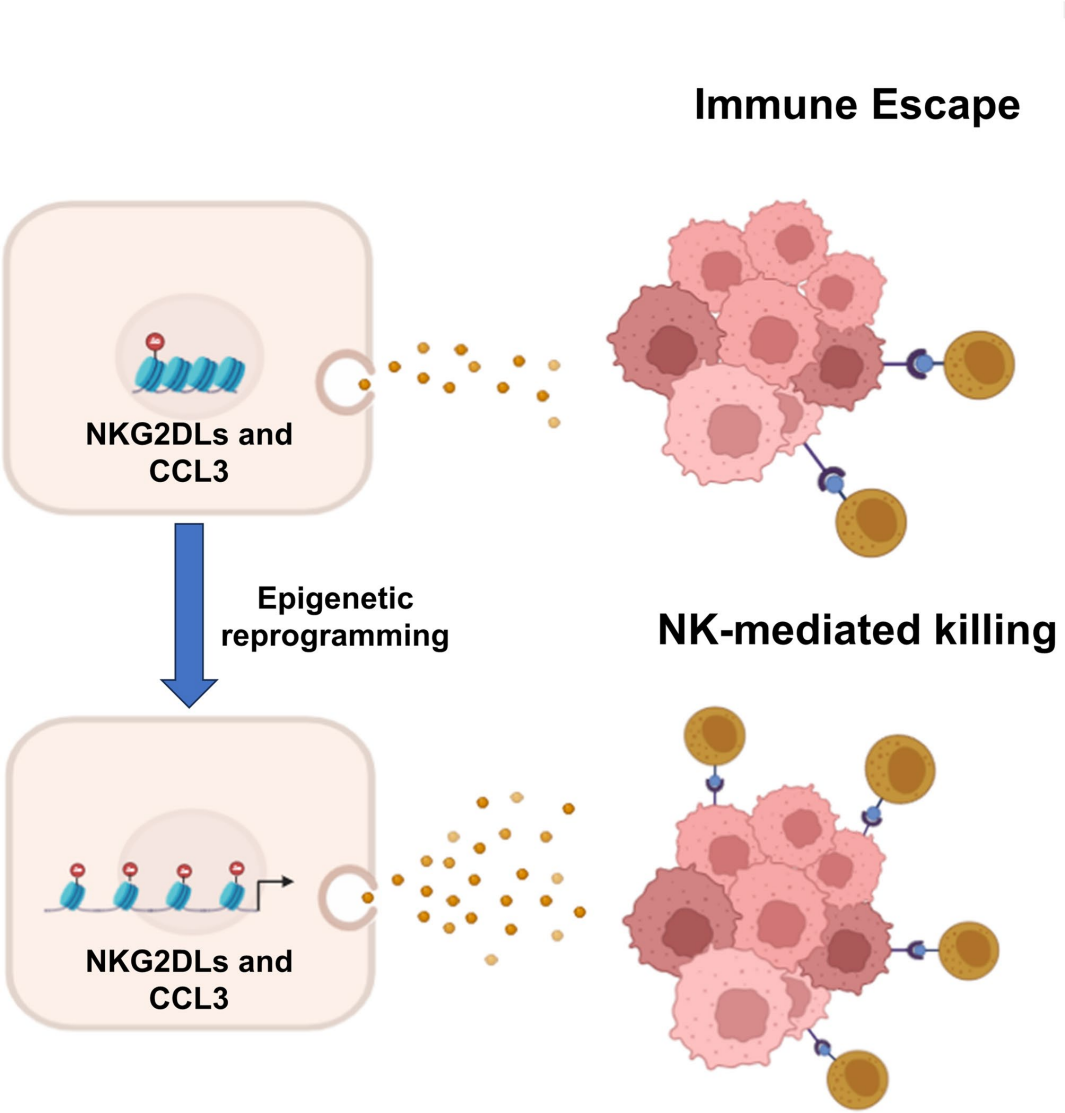
The schematic model depicts that CPH or ENT treatment reprograms the epigenome resulting in the upregulation of NKG2D ligands and CCL3 to enhance the NK cell-mediated cytotoxicity in UC

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

## Data Availability

The RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database, under accession number GSE266660.

# Supplementary material for: Epigenetic modulation elicits an NK cell-mediated immune response in urothelial carcinoma
**Source:** Mol Med. 2025 Jun 24;31:247. doi: 10.1186/s10020-025-01264-9
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Table S1** Synthetic DNA template, encoding the CMV promoter flanked by the *NKG2D* homology arms

*NKG2D*-targeting sgRNA guide sequence: TCGGAGGTCTCGACACAGCT

CMV DNA template (Yellow: homology arms; blue: CMV promoter; green: silent mutations):

```
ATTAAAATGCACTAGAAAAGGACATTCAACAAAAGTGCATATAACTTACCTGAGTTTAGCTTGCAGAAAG
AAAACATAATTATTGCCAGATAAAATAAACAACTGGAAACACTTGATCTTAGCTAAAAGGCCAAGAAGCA
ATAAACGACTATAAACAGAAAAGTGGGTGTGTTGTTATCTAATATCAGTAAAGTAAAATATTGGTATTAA
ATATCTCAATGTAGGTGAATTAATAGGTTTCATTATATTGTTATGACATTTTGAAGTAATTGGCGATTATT
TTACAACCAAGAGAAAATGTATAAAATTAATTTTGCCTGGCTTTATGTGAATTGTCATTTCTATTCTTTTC
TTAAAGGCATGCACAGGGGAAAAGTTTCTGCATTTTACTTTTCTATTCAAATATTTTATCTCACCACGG
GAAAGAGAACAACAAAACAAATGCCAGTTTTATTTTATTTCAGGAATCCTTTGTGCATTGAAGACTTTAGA
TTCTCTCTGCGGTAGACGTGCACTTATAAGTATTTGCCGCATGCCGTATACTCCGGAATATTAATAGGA
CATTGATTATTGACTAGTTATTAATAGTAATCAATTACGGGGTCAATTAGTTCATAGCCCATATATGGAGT
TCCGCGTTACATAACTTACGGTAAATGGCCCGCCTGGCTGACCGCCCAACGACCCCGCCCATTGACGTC
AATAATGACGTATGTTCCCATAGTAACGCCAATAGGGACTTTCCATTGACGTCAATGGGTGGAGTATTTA
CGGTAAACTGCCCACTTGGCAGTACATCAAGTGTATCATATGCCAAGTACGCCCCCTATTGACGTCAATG
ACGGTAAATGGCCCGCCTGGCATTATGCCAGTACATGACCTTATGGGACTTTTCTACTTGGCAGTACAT
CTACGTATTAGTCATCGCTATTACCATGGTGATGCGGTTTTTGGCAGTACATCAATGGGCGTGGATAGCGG
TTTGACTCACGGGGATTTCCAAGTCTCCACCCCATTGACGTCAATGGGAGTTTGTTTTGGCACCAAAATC
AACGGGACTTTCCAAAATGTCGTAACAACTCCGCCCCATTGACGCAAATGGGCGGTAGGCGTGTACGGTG
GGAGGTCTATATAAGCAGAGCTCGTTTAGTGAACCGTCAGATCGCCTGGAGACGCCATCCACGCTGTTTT
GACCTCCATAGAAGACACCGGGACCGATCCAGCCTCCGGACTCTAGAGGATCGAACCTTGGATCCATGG
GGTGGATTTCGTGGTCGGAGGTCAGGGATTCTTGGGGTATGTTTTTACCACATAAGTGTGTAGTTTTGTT
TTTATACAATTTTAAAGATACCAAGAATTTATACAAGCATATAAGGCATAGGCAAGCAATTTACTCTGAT
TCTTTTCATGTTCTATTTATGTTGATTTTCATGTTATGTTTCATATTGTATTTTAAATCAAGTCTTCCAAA
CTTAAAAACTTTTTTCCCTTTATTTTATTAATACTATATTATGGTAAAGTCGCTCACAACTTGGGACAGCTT
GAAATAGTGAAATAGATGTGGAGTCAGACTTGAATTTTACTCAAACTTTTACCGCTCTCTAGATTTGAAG
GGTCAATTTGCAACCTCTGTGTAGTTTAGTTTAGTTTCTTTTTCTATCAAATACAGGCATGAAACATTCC
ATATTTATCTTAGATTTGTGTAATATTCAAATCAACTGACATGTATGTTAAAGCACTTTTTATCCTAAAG
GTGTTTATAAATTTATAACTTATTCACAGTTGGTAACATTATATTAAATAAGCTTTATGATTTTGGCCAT
CTCTAGCATTCAATTTCTTCATCC
```

**Table S2 List of primers**

| Gene                             | Sequence 5'-3'                | Product size |
|----------------------------------|-------------------------------|--------------|
| CRISPR Knock in                  |                               |              |
| NKG2D<br>DNA Template            | F- GACATTTTGAAGTAATTGGCG      | 549bp        |
|                                  | R- CAAGTTGTGAGCGACTTTACC      |              |
| RT-PCR                           |                               |              |
| ULBP2-qPCR                       | F- TTCTGTGCCTCCCGCTTCT        | 100bp        |
|                                  | R- AACTTAGGGATGACGGTGATGTC    |              |
| CCL3-qPCR                        | F- ACTTGCTGCTGACACGCCGAC      | 108bp        |
|                                  | R- GGCTTGGAGCACTGGCT          |              |
| ChIP-PCR                         |                               |              |
| ChIP-ULBP2                       | F- AGGGACGCGATCACAGACA        | 127bp        |
|                                  | R- TACAGGAAAGTGCAGGGAAAAATT   |              |
| ChIP-CCL3                        | F- CAGCCCATCAACCCTAT          | 122bp        |
|                                  | R- TTAGTCAGTCCCTTCT           |              |
| ULBP2 construct                  |                               |              |
| ULBP2 full CDS-R                 | CATCCTCCCTGGCATCTGAGGATCC     | 759          |
| ULBP2 full CDS-F                 | CTCGAGCCCACCATGGCAGCAGCCGCC   |              |
| ULBP2 Bisulphite pyro-sequencing |                               |              |
| ULBP2-pyro-F                     | TGGTTGAGTTTAGAGTATGATAAGTTAGG | 179          |
| ULBP2-pyro-R                     | ATTCCTTCCACCACAACTCATTTAAT    |              |
| ULBP2-pyro-S                     | AGAGTATGATAAGTTAGGG           |              |
| ULBP2 shRNA sequence             |                               |              |
| TRCN0000056730                   | CGTGACATTCAGCTGGAGAAT         |              |
| TRCN0000056731                   | CCTCCTCTTTGACTCAGAGAA         |              |

**Table S3 List of common upregulated genes**

| Gene Name | Function                                                                                                                                                                                                                                                                                                                                                                                                                                 | Ref    |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|
| CACNA1B   | CACNA1B is responsible for encoding the pore-forming subunit of the Cav2.2/N-type voltage-gated calcium channel found in pre-synaptic neurons. This channel plays a critical role in facilitating SNARE-mediated neurotransmission, particularly during the early stages of postnatal development.                                                                                                                                       | (1)    |
| CCK       | Cholecystokinin (CCK) acts as a key hormonal regulator in the digestive process. CCK cells are primarily concentrated in the proximal small intestine and release the hormone into the bloodstream upon food intake. Its physiological effects include promoting pancreatic secretion and gallbladder contraction, regulating gastric emptying, and eliciting feelings of satiety.                                                       | (2)    |
| CCL3      | CCL3, a chemokine known for its role in recruiting NK cells and augmenting the production of IFN $\gamma$ .                                                                                                                                                                                                                                                                                                                              | (3)    |
| CLDN4     | Claudin-4 (CLDN4) is crucial for maintaining epithelial integrity and transport functions. However, in various epithelial cancers like bladder urothelial carcinoma (BUC), colon, gastric, and pancreatic cancers, increased CLDN4 disrupts barriers, preserving the tumor environment, retaining growth factors, and shielding tumors from anticancer drugs. CLDN4 expression correlates with cancer progression in these malignancies. | (4)    |
| CYP1B1    | The expression of CYP1B1 serves as a pivotal regulator of redox balance within retinal vascular cells. It holds notable significance in the developmental processes of retinal vasculature and the neovascularization observed in oxygen-induced ischemic retinopathy (OIR).                                                                                                                                                             | (5)    |
| HSD11B1   | In patients with renal cell carcinoma (RCC), the presence of intratumoral 11 beta-hydroxysteroid dehydrogenase type 1 (HSD11B1), an enzyme that converts inactive glucocorticoids into active forms, was associated with unfavorable clinical outcomes and correlated with immunosuppressive gene signatures. HSD11B1 expression was primarily observed in tumor-infiltrating immune myeloid cells.                                      | (6)    |
| LSMEM2    | LSMEM2, a cell surface N-glycoprotein on human cardiomyocytes, remains stable during differentiation and heart development. Its presence at intercalated discs suggests a role in cell junctions or cardiomyocyte coupling.                                                                                                                                                                                                              | (7)    |
| MYO7B     | Myosin 7a (Myo7a) is vital for the development and function of microvilli and stereocilia. Mutations occurring within the MyTH4-FERM tandems of these myosins have been linked to visual and hearing impairments in affected individuals.                                                                                                                                                                                                | (8)    |
| PACSIN1   | PACSIN1 is a peripheral membrane protein, in gliomas, linking its improper expression to neurological disorders. PACSIN1 acts as a prognostic marker factor for brain glioma and gastric cancer.                                                                                                                                                                                                                                         | (9,10) |

|         |                                                                                                                                                                                                                                 |      |
|---------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------|
| PCDHGA2 | PCDHGA2 is a neural cadherin-like cell adhesion protein that is crucial for forming and maintaining specific cell-cell connections in the brain. PCDHGA2 mutations are frequently observed in Invasive lobular carcinoma (ILC). | (11) |
| RSPH10B | RSPH10B is likely a component of the axonemal radial spoke complex 3 (RS3), which plays a significant role in ciliary motility.                                                                                                 | (12) |
| TRIM63  | TRIM63 is a sensitive and specific biomarker indicative of renal cell carcinoma associated with aberrations in the MiT family.                                                                                                  | (13) |

## References

1. Gorman KM, Meyer E, Grozeva D, Spinelli E, McTague A, Sanchis-Juan A, *et al.* Bi-allelic Loss-of-Function CACNA1B Mutations in Progressive Epilepsy-Dyskinesia. *American journal of human genetics* **2019**;104(5):948-56.
2. Liddle RA. Cholecystokinin cells. *Annual review of physiology* **1997**;59:221-42.
3. Allen F, Bobanga ID, Rauhe P, Barkauskas D, Teich N, Tong C, *et al.* CCL3 augments tumor rejection and enhances CD8(+) T cell infiltration through NK and CD103(+) dendritic cell recruitment via IFN $\gamma$ . *Oncoimmunology* **2018**;7(3):e1393598.
4. Maesaka F, Kuwada M, Horii S, Kishi S, Fujiwara-Tani R, Mori S, *et al.* Hypomethylation of CLDN4 Gene Promoter Is Associated with Malignant Phenotype in Urinary Bladder Cancer. *International journal of molecular sciences* **2022**;23(12).
5. Falero-Perez J, Sorenson CM, Sheibani N. Cyp11b1-deficient retinal astrocytes are more proliferative and migratory and are protected from oxidative stress and inflammation. *American journal of physiology Cell physiology* **2019**;316(6):C767-C81.
6. Poinot H, Dupuychaffray E, Arnoux G, Alvarez M, Tachet J, Ezzar O, *et al.* Activation of endogenous glucocorticoids by HSD11B1 inhibits the antitumor immune response in renal cancer. *Oncoimmunology* **2024**;13(1):2286820.
7. Luecke LB, Waas M, Littrell J, Wojtkiewicz M, Castro C, Burkovetskaya M, *et al.* Surfaceome mapping of primary human heart cells with CellSurfer uncovers cardiomyocyte surface protein LSMEM2 and proteome dynamics in failing hearts. *Nature cardiovascular research* **2023**;2(1):76-95.
8. Li J, He Y, Weck ML, Lu Q, Tyska MJ, Zhang M. Structure of Myo7b/USH1C complex suggests a general PDZ domain binding mode by MyTH4-FERM myosins. *Proceedings of the National Academy of Sciences of the United States of America* **2017**;114(19):E3776-E85.
9. Liu Z, Li L, Li X, Hua M, Sun H, Zhang S. Prediction and prognostic significance of ALOX12B and PACSIN1 expression in gastric cancer by genome-wide RNA expression and methylation analysis. *Journal of gastrointestinal oncology* **2021**;12(5):2082-92.
10. Zimu Z, Jia Z, Xian F, Rui M, Yuting R, Yuan W, *et al.* Decreased Expression of PACSIN1 in Brain Glioma Samples Predicts Poor Prognosis. *Frontiers in molecular biosciences* **2021**;8:696072.
11. Ping Z, Siegal GP, Harada S, Eltoum IE, Youssef M, Shen T, *et al.* ERBB2 mutation is associated with a worse prognosis in patients with CDH1 altered invasive lobular cancer of the breast. *Oncotarget* **2016**;7(49):80655-63.

12. Konjikusic MJ, Lee C, Yue Y, Shrestha BD, Nguimtsop AM, Horani A, *et al.* Kif9 is an active kinesin motor required for ciliary beating and proximodistal patterning of motile axonemes. *Journal of cell science* **2023**;136(5).
13. Wang XM, Zhang Y, Mannan R, Skala SL, Rangaswamy R, Chinnaiyan A, *et al.* TRIM63 is a sensitive and specific biomarker for MiT family aberration-associated renal cell carcinoma. *Modern pathology : an official journal of the United States and Canadian Academy of Pathology, Inc* **2021**;34(8):1596-607.

# Supplementary material for: Epigenetic modulation elicits an NK cell-mediated immune response in urothelial carcinoma
**Source:** Mol Med. 2025 Jun 24;31:247. doi: 10.1186/s10020-025-01264-9
**Supplement:** Supplementary file 2 — Supplementary Material 2.

| Ensembl_ID          | Symbol | EntrezID | TPM_MB49_25uM_1(B) | TPM_MB49_25uM_2(B) | TPM_MB49_DMSO_48hr_1(A) | TPM_MB49_DMSO_48hr_2(A) | FC B/A 25uM | log2(B/A)    | p-value (B/A) | Adj pval    |
|---------------------|--------|----------|--------------------|--------------------|-------------------------|-------------------------|-------------|--------------|---------------|-------------|
| ENSMUSG00000000982  | Ccl3   | 20302    | 2.942035115        | 3.563269349        | 0.77602107              | 0.755823175             | 4.246714041 | 2.086346966  | 0.015262311   | 0.222240149 |
| ENSMUSG000000009185 | Ccl8   | 20307    | 4.74941812         | 4.006063094        | 1.163272289             | 0.849746407             | 4.349428662 | 2.120825902  | 0.014016964   | 0.214498571 |
| ENSMUSG000000031780 | Ccl17  | 20295    | 4.721697781        | 5.642131987        | 3.180327596             | 3.942338388             | 1.455049246 | 0.541067982  | 0.113285641   | 0.437180558 |
| ENSMUSG000000074715 | Ccl28  | 56838    | 0.10736195         | 0.070434154        | 0.092036355             | 0.119521171             | 0.840414929 | -0.250826305 | 0.539625963   | 0.722096102 |
| ENSMUSG000000023235 | Ccl25  | 20300    | 2.16546673         | 1.535209113        | 2.175725427             | 1.96356668              | 0.894035924 | -0.161595293 | 0.577325672   | 0.744820168 |
| ENSMUSG000000035385 | Ccl2   | 20296    | 1305.332497        | 1377.923772        | 575.497021              | 631.4892663             | 2.223104187 | 1.152575562  | 0.003834276   | 0.118883645 |
| ENSMUSG000000029379 | Cxcl3  | 330122   | 488.5424184        | 383.4163896        | 217.6865554             | 207.551896              | 2.050517316 | 1.035987927  | 0.051605702   | 0.339732516 |
| ENSMUSG000000026166 | Ccl20  | 20297    | 2.19589564         | 1.680704631        | 1.673278366             | 0.305573831             | 1.959014562 | 0.970128122  | 0.323677217   | 0.690190914 |
| ENSMUSG000000035373 | Ccl7   | 20306    | 124.2260412        | 96.90279854        | 54.73079938             | 65.7745446              | 1.835012726 | 0.875790069  | 0.076114913   | 0.388168833 |
| ENSMUSG000000029380 | Cxcl1  | 14825    | 194.2486681        | 171.5923237        | 130.8543283             | 108.4586101             | 1.528713801 | 0.612318337  | 0.05793832    | 0.354887955 |
| ENSMUSG000000035042 | Ccl5   | 20304    | 1.264037843        | 2.132394001        | 1.548000364             | 0.904625862             | 1.384814289 | 0.469692516  | 0.474585288   | 0.66527531  |
| ENSMUSG000000018927 | Ccl6   | 20305    | 2.99385326         | 1.520592937        | 1.655799832             | 1.773973836             | 1.316251926 | 0.396435643  | 0.539392753   | 0.721912602 |
| ENSMUSG000000019122 | Ccl9   | 20308    | 21.06433225        | 18.54377443        | 19.08234537             | 21.53276929             | 0.975206078 | -0.036220977 | 0.801474623   | 0.897067356 |
| ENSMUSG000000029371 | Cxcl5  | 20311    | 7.816272654        | 4.395272659        | 7.099363987             | 5.671513726             | 0.956202509 | -0.064611903 | 0.893910548   | 0.955547857 |
| ENSMUSG000000034855 | Cxcl10 | 15945    | 10.62292143        | 10.68090778        | 11.68011642             | 10.54057843             | 0.95873821  | -0.060791163 | 0.505979406   | 0.693794135 |
| ENSMUSG000000058427 | Cxcl2  | 20310    | 77.28828239        | 71.02480599        | 83.21475069             | 79.78905091             | 0.909875027 | -0.136259693 | 0.175861908   | 0.53102522  |
| ENSMUSG000000073888 | Ccl27a | 20301    | 0.583437144        | 0.789443299        | 1.250383129             | 1.096054894             | 0.585091287 | -0.773266361 | 0.063335069   | 0.365498156 |

# Supplementary material for: Epigenetic modulation elicits an NK cell-mediated immune response in urothelial carcinoma
**Source:** Mol Med. 2025 Jun 24;31:247. doi: 10.1186/s10020-025-01264-9
**Supplement:** Supplementary file 3 — Supplementary Material 3.

**A**

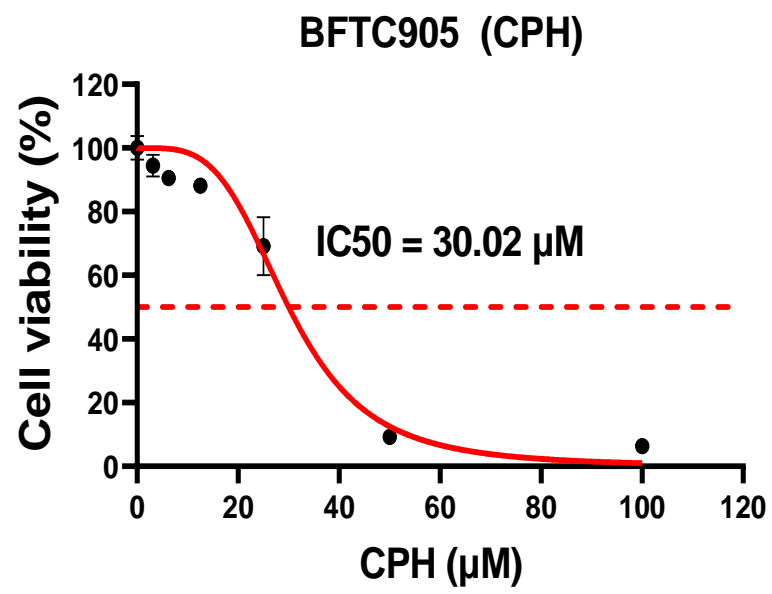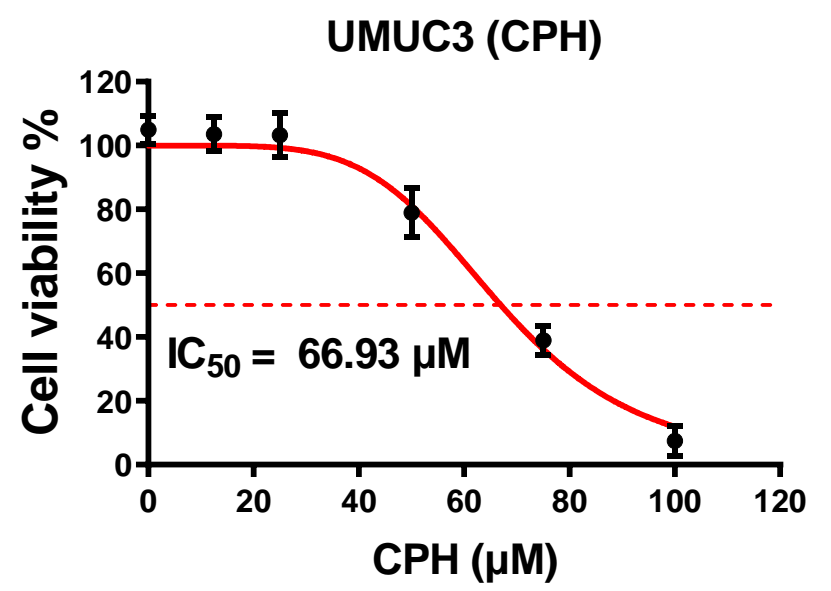

**B**

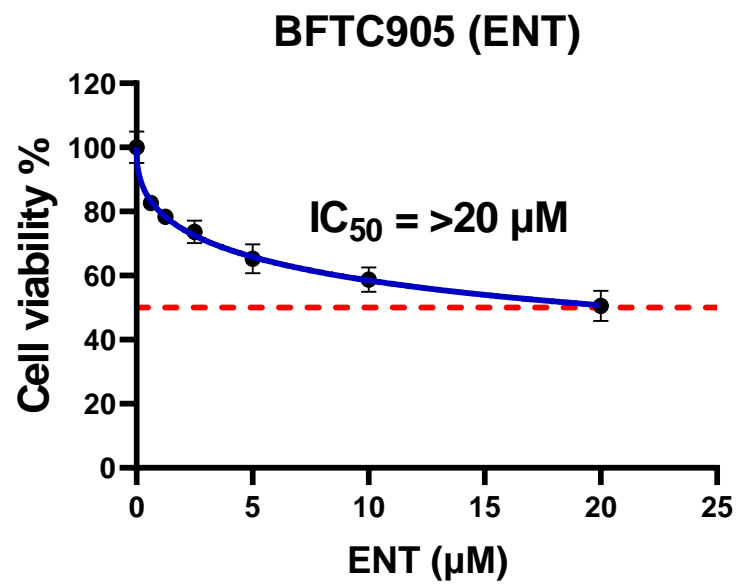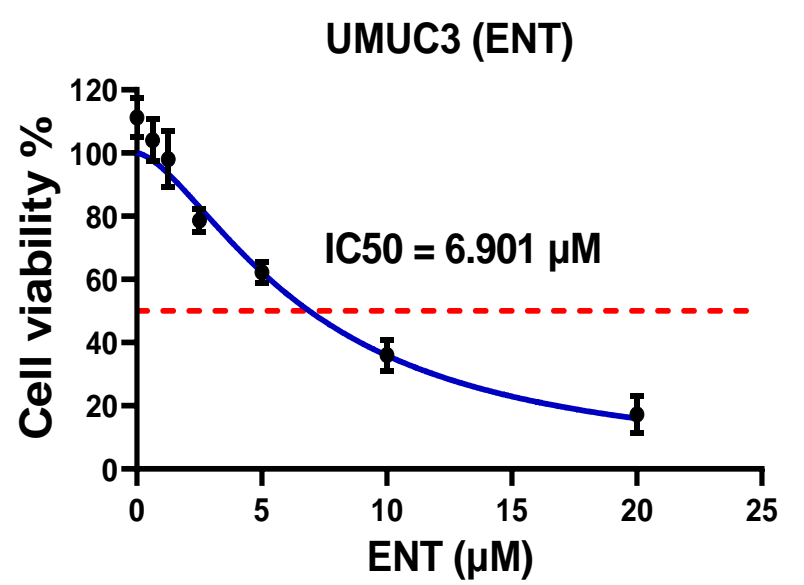

**Figure S1. Cytotoxic effect of CPH and ENT on UC cells BFTC905 and UMUC3 treated with (A) CPH or (B) ENT showing cytotoxicity, as analyzed by CCK8 assay.  $\text{IC}_{50}$  value is also shown.**

**A**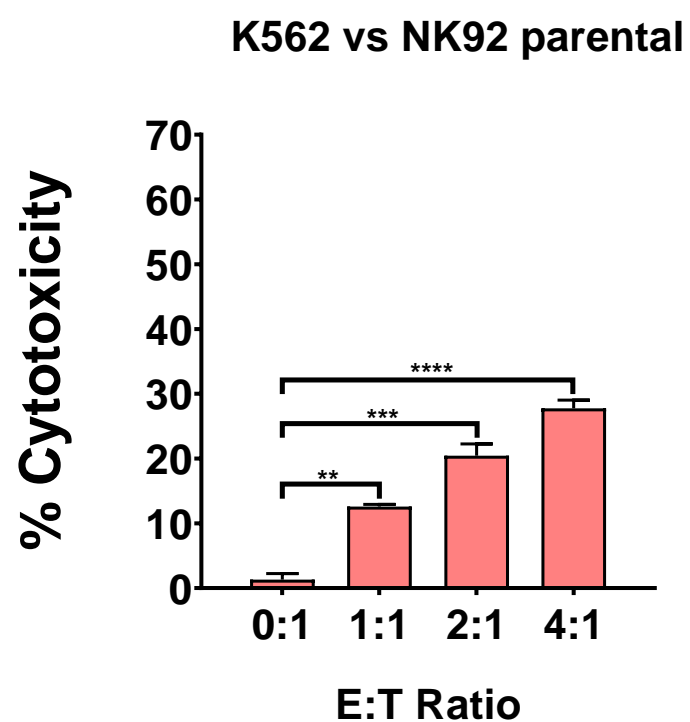**B**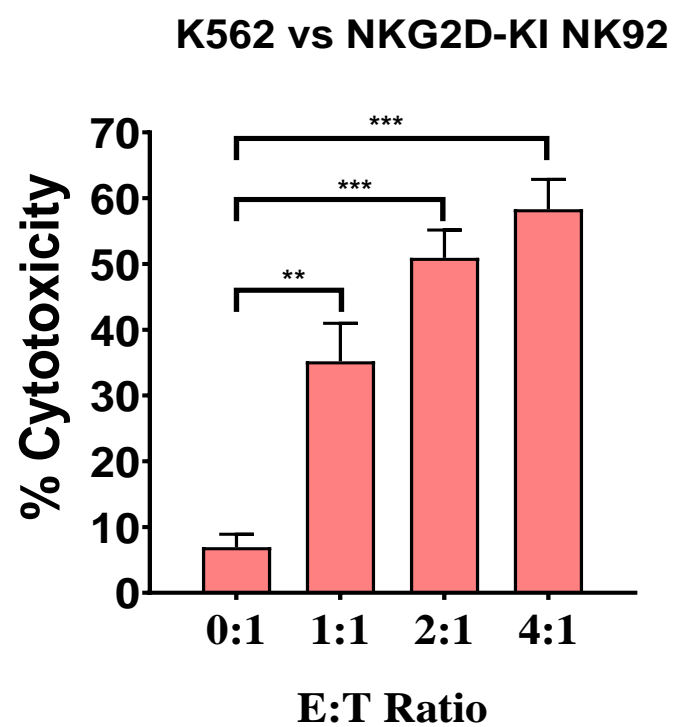

**Figure S2. NK mediated cytotoxic assay in K562 cells.** (A) Bar chart showing increasing cytotoxicity of K562 cells when co-cultured with (A) NK92 parental and (B) NKG2D-NK92 cells. Cell specific lysis as the measure of cytotoxicity is quantified using Calcein-AM assay. Each error bar represents mean  $\pm$  SD from triplicates. The significance is calculated by unpaired T-test. \*\*\*\* $P < 0.0001$ ; \*\*\*  $P < 0.0005$ ; \*\* $P < 0.01$ ; \* $P < 0.05$ .

**Wild type**

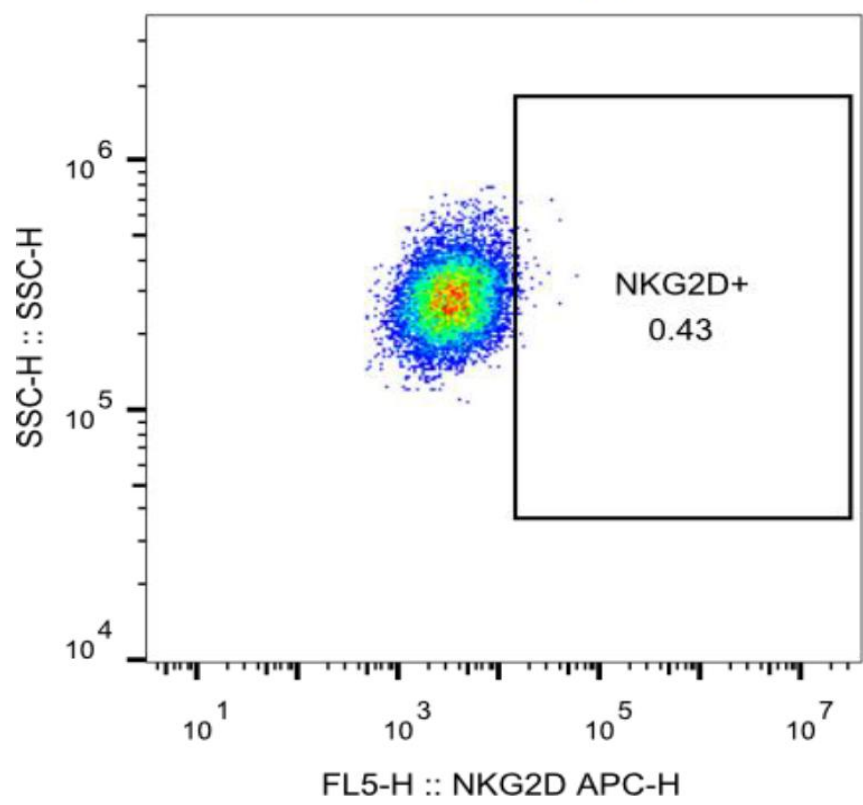

**NKG2D high**

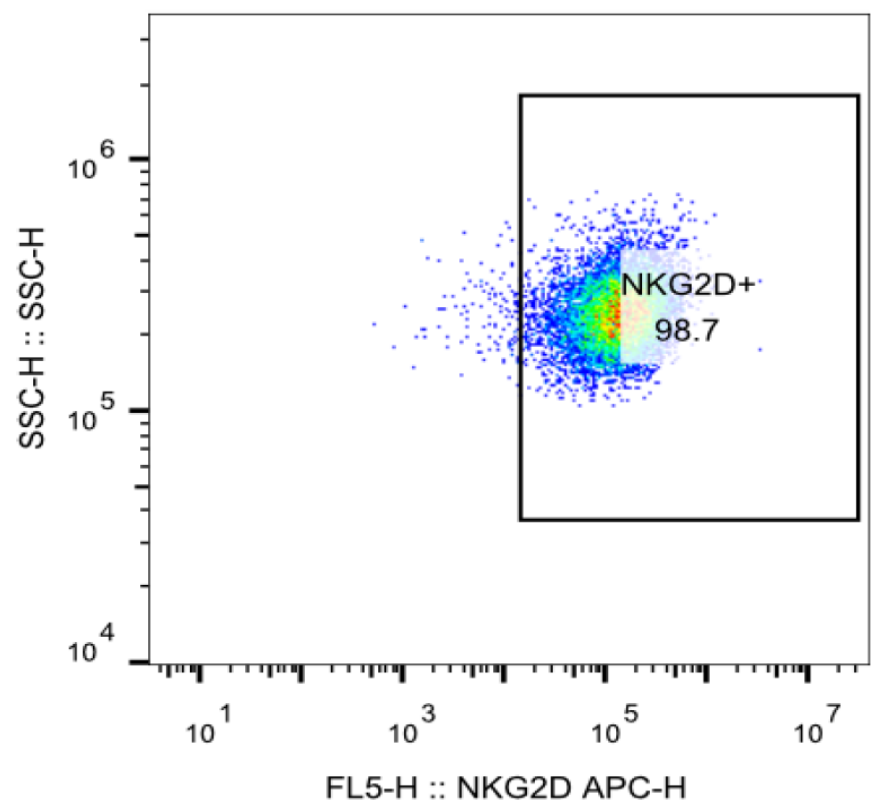

**NKG2D-NK92 cells**

**Figure S3. Expression of NKG2D in NK92 cells.** Flow cytometry analysis of NKG2D level in (left panel) NK92 cells and (right panel) NKG2D knock-in NK92 cells.

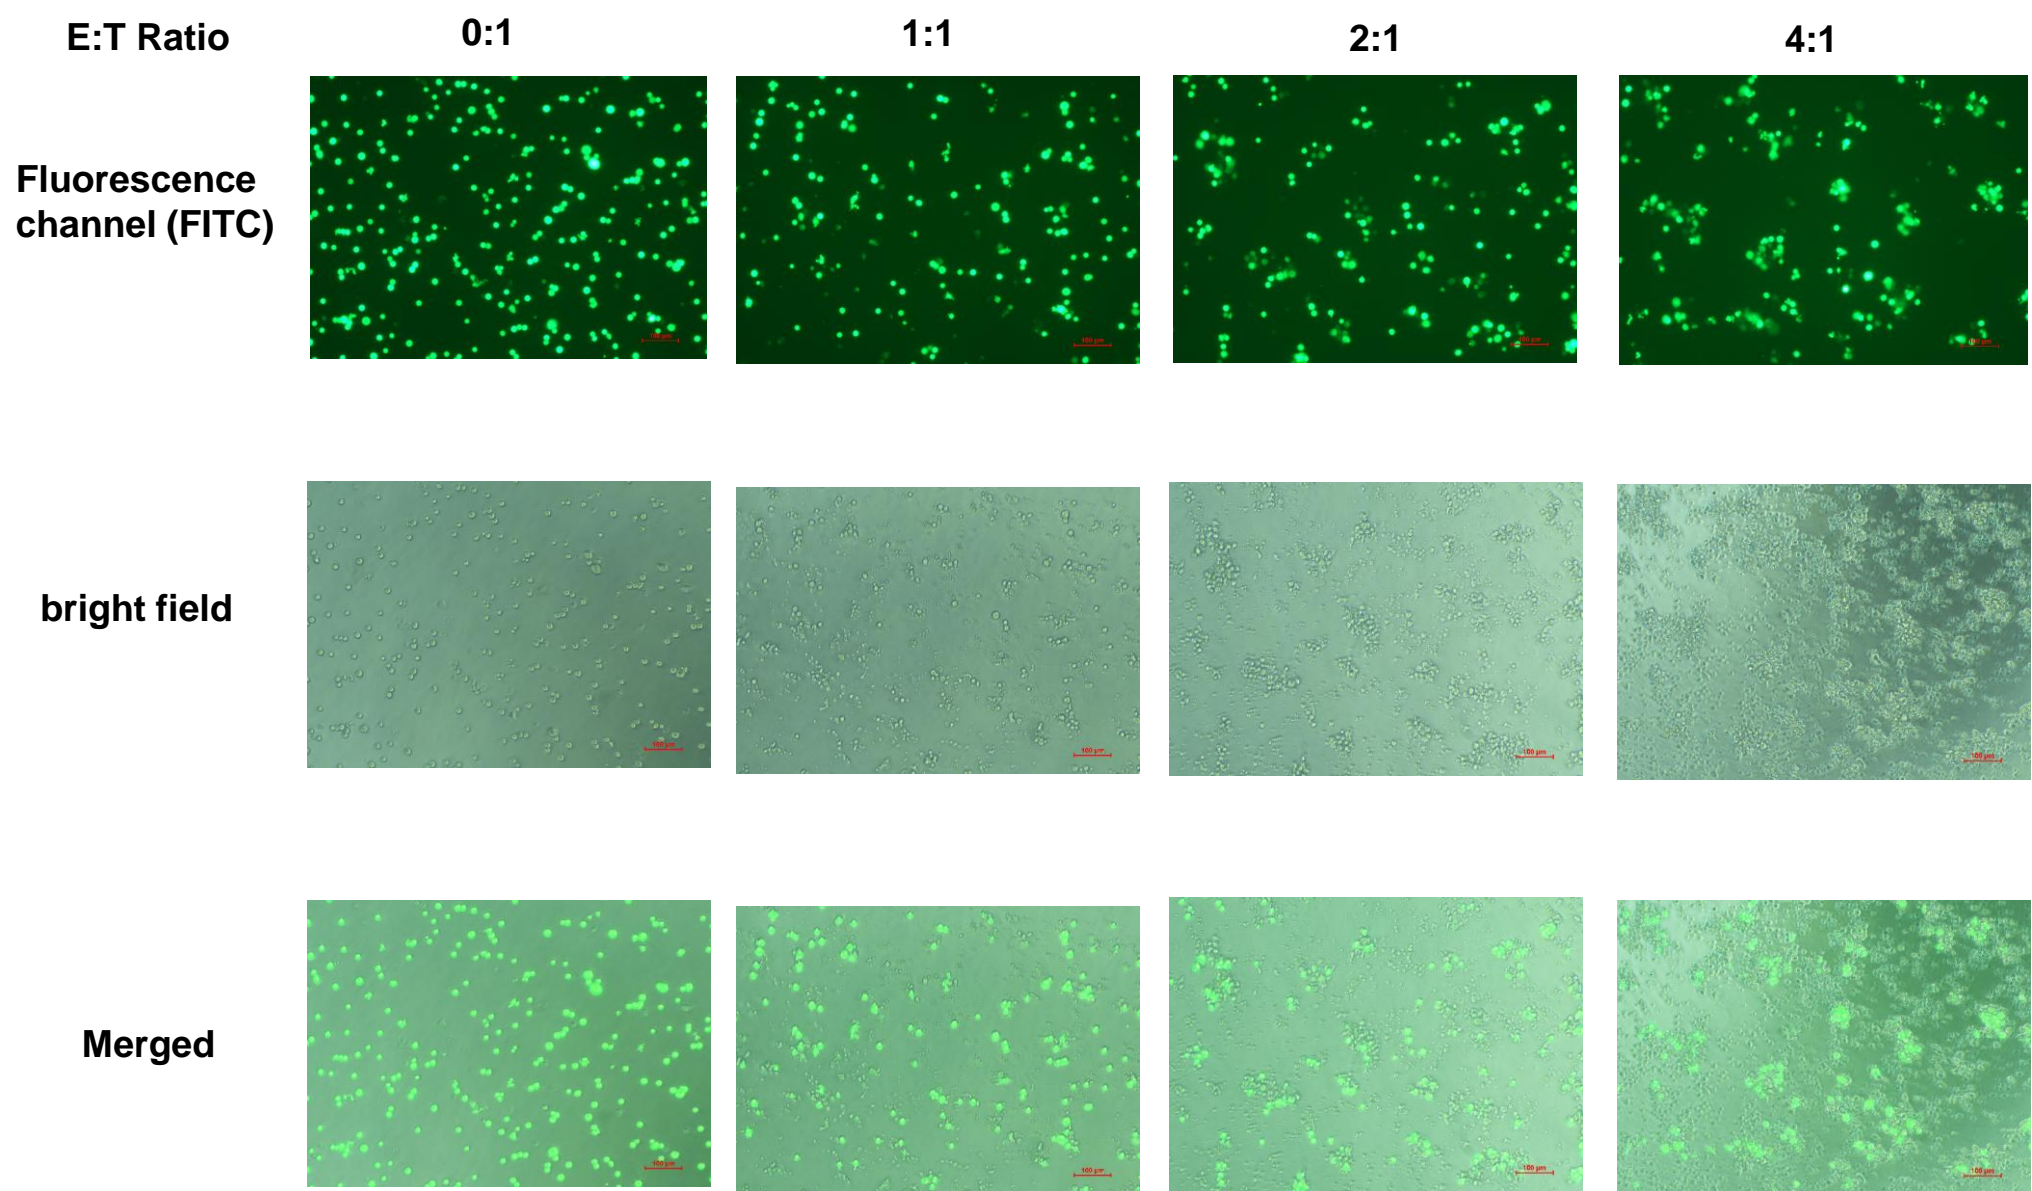

**Figure S4. Representative fluorescent microscopic images showing co-culture of NKG2D-NK92 cells with Calcein-AM labeled BFTC905 UC cells pre-treated with CPH.** Top panel: fluorescent channel (FITC) showing Calcein-AM +ve cancer cells; middle panel: bright field showing both NK and UC cells; bottom panel: merged images.

## Human NK cell purity

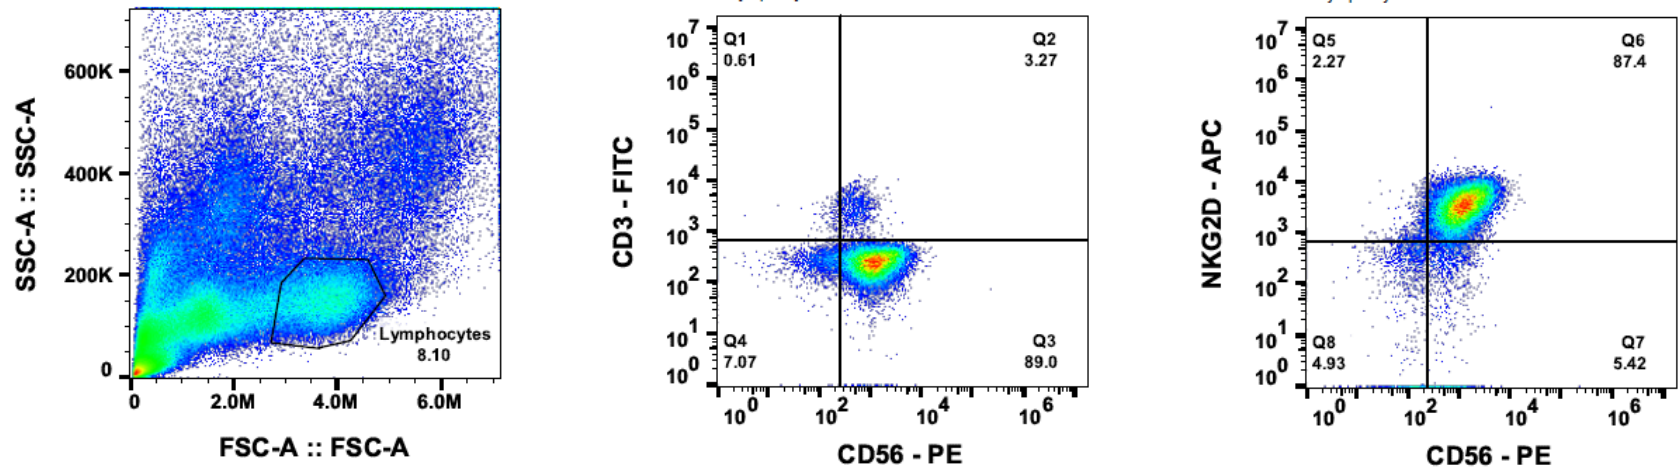

**Figure S5. Representative Flow cytometry analysis for purity of human primary NK cells:** **Left panel:** Scatter plot showing FSC vs SSC gated population of PBMC from cord blood cells. **Middle panel:** Scatter plot showing 89% of CD3-ve and CD56+ve population of the gated cells. **Right panel:** Scatter plot showing NKG2D and CD56 double positive human primary NK cells as 87.4% of the gated cells .

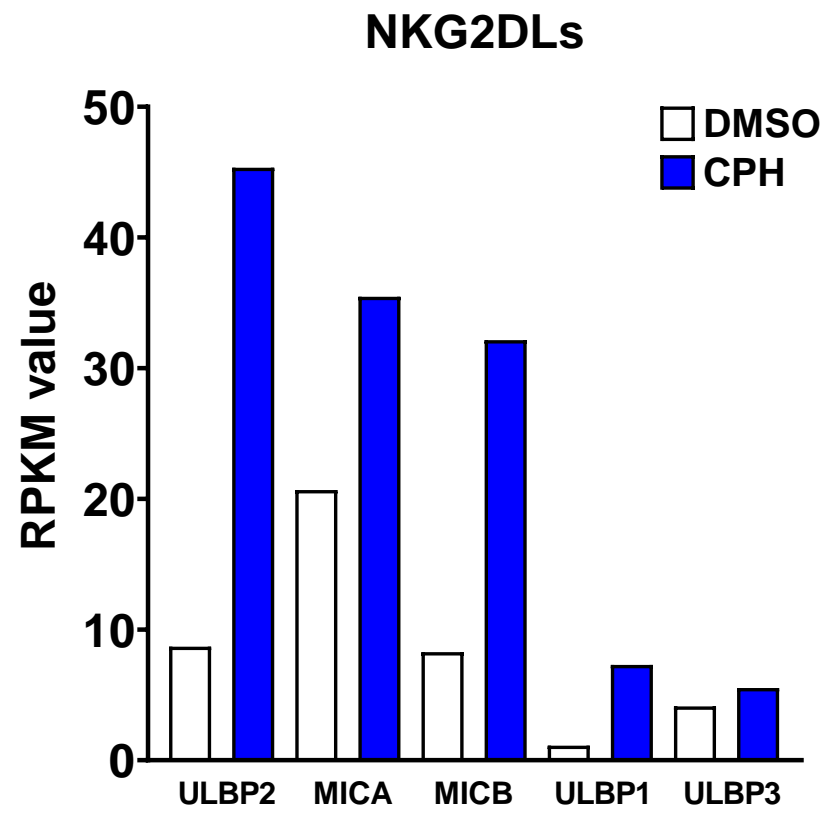

**Figure S6. mRNA expression of various NKG2DLs after CPH treatment.** Bar chart showing the expression (RPKM value) of NKG2DLs in BFTC905 cells treated with 55 $\mu$ M CPH for 24 hrs based on our previously published RNA-Seq data. Data referenced from Jou et al., 2021 (Reference 33)

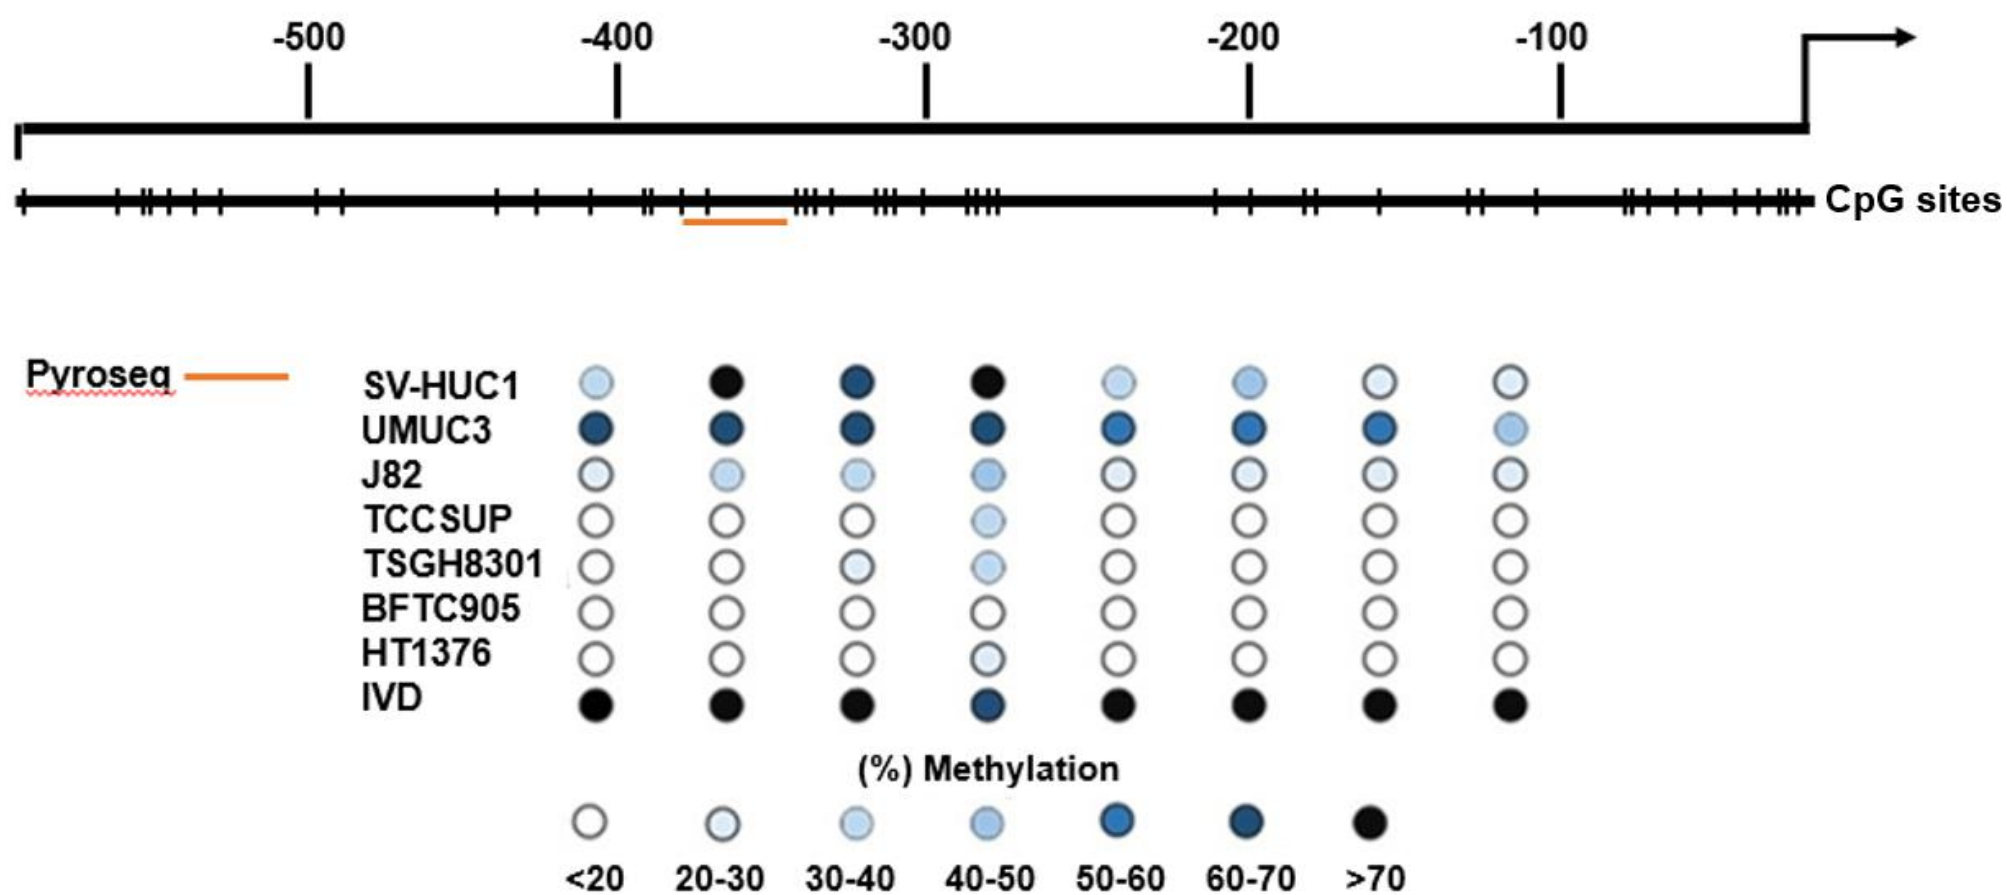

**Figure S7. Methylation percentage in UC cells by pyrosequencing.** Top panel: diagram showing the location of the CpG sites in the promoter region of ULBP2. Region for bisulfite pyrosequencing is shown in orange line. Lower panel: Figure showing the methylation percentage of CpG sites in UC cells in promoter region of ULBP2 via bisulphite pyrosequencing.

**A**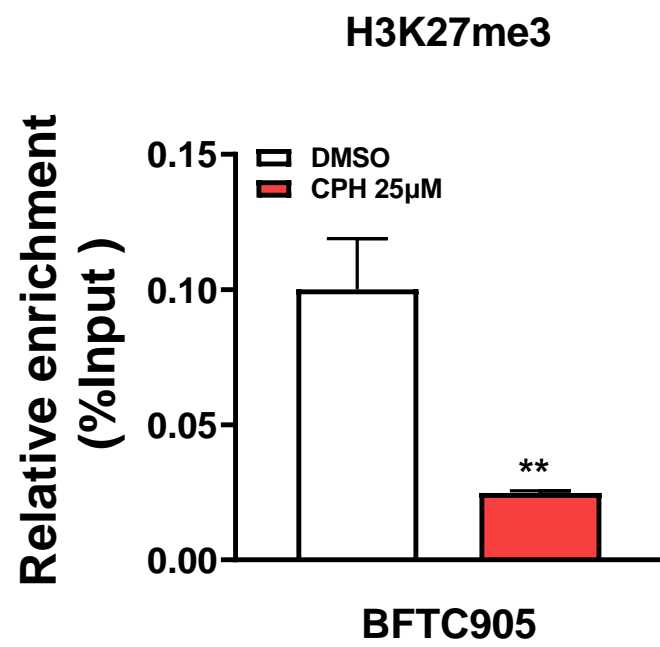**B**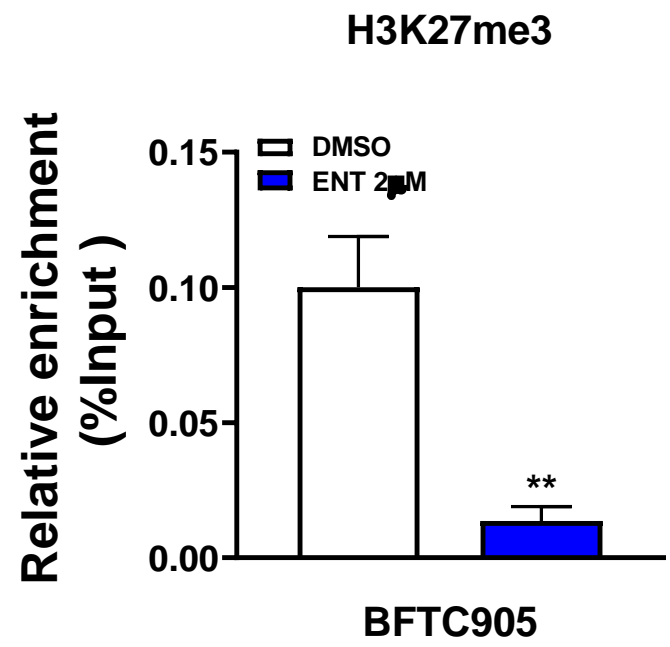

**Figure S8. Impact of CPH on repressive mark H3K27me3 in ULBP2 promoter.** BFTC905 cells illustrating reduced enrichment of repressive mark H3K27me3, Bar chart showing significant reduced enrichment (A) and (B) in the promoter region of ULBP2 analyzed by ChIP qPCR. Each error bar represents mean  $\pm$  SD from triplicates. The significance is calculated by unpaired T-test. \*\*P<0.01

## ULBP2

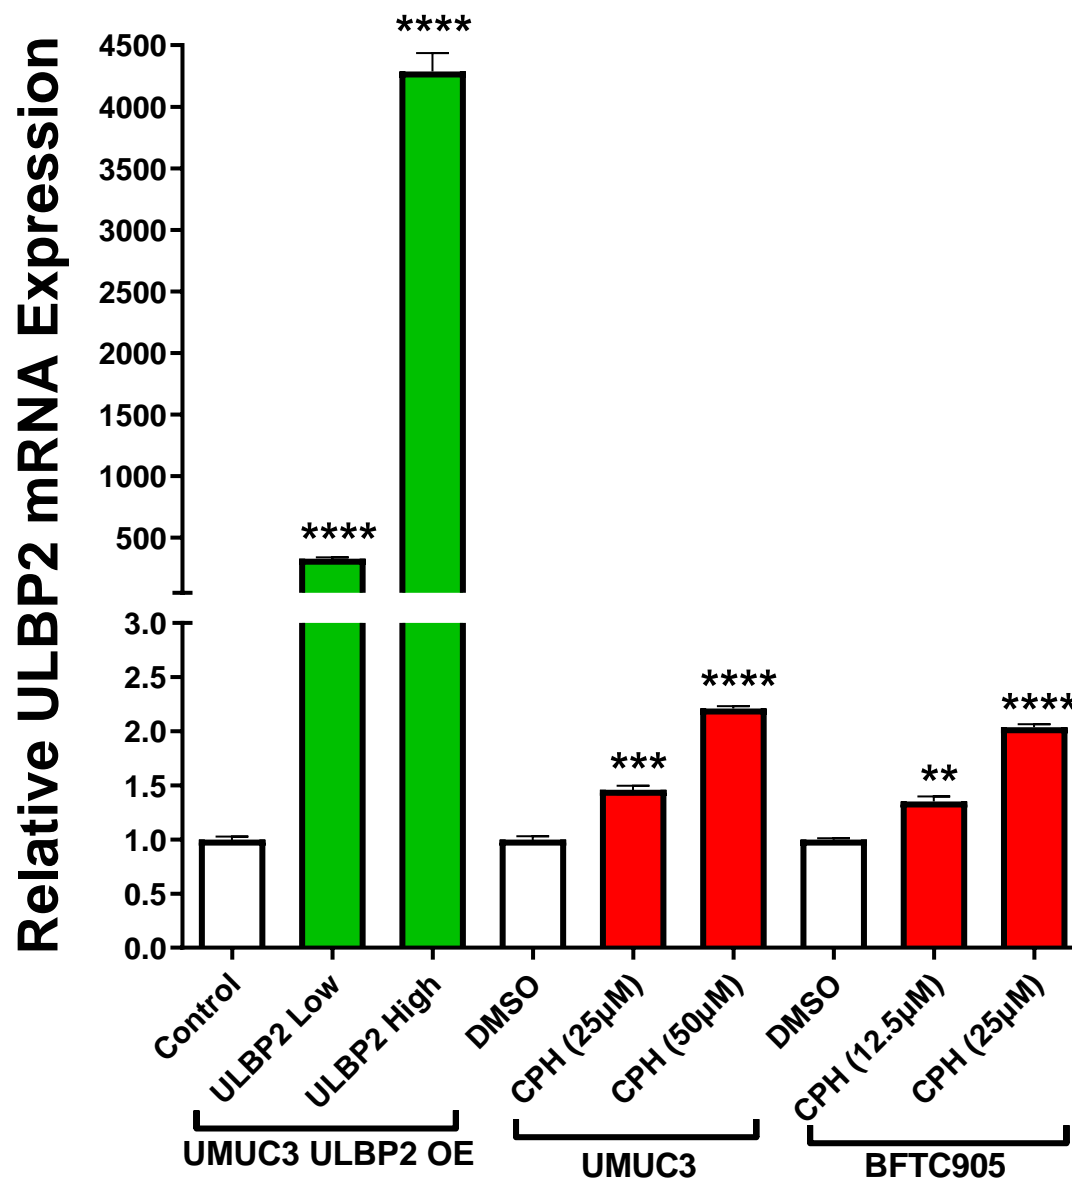

**Figure S9. Expression of ULBP2 in ULBP2 overexpressing and CPH-treated UC cells.** Relative expression level of ULBP2 in control or ULBP2-overexpressed UMUC3 cells (low: ULBP2-L, high: GFP-H) and UC (UMUC3 and BFTC905) cells treated with various concentration of CPH was determined by quantitative RT-PCR. Bar chart showing relative mRNA expression of ULBP2. Each error bar represents mean  $\pm$  SD from triplicates. The significance is calculated by unpaired T-test. . \*\*\*  $P < 0.0005$ ; \*\* $P < 0.01$ ; \* $P < 0.05$

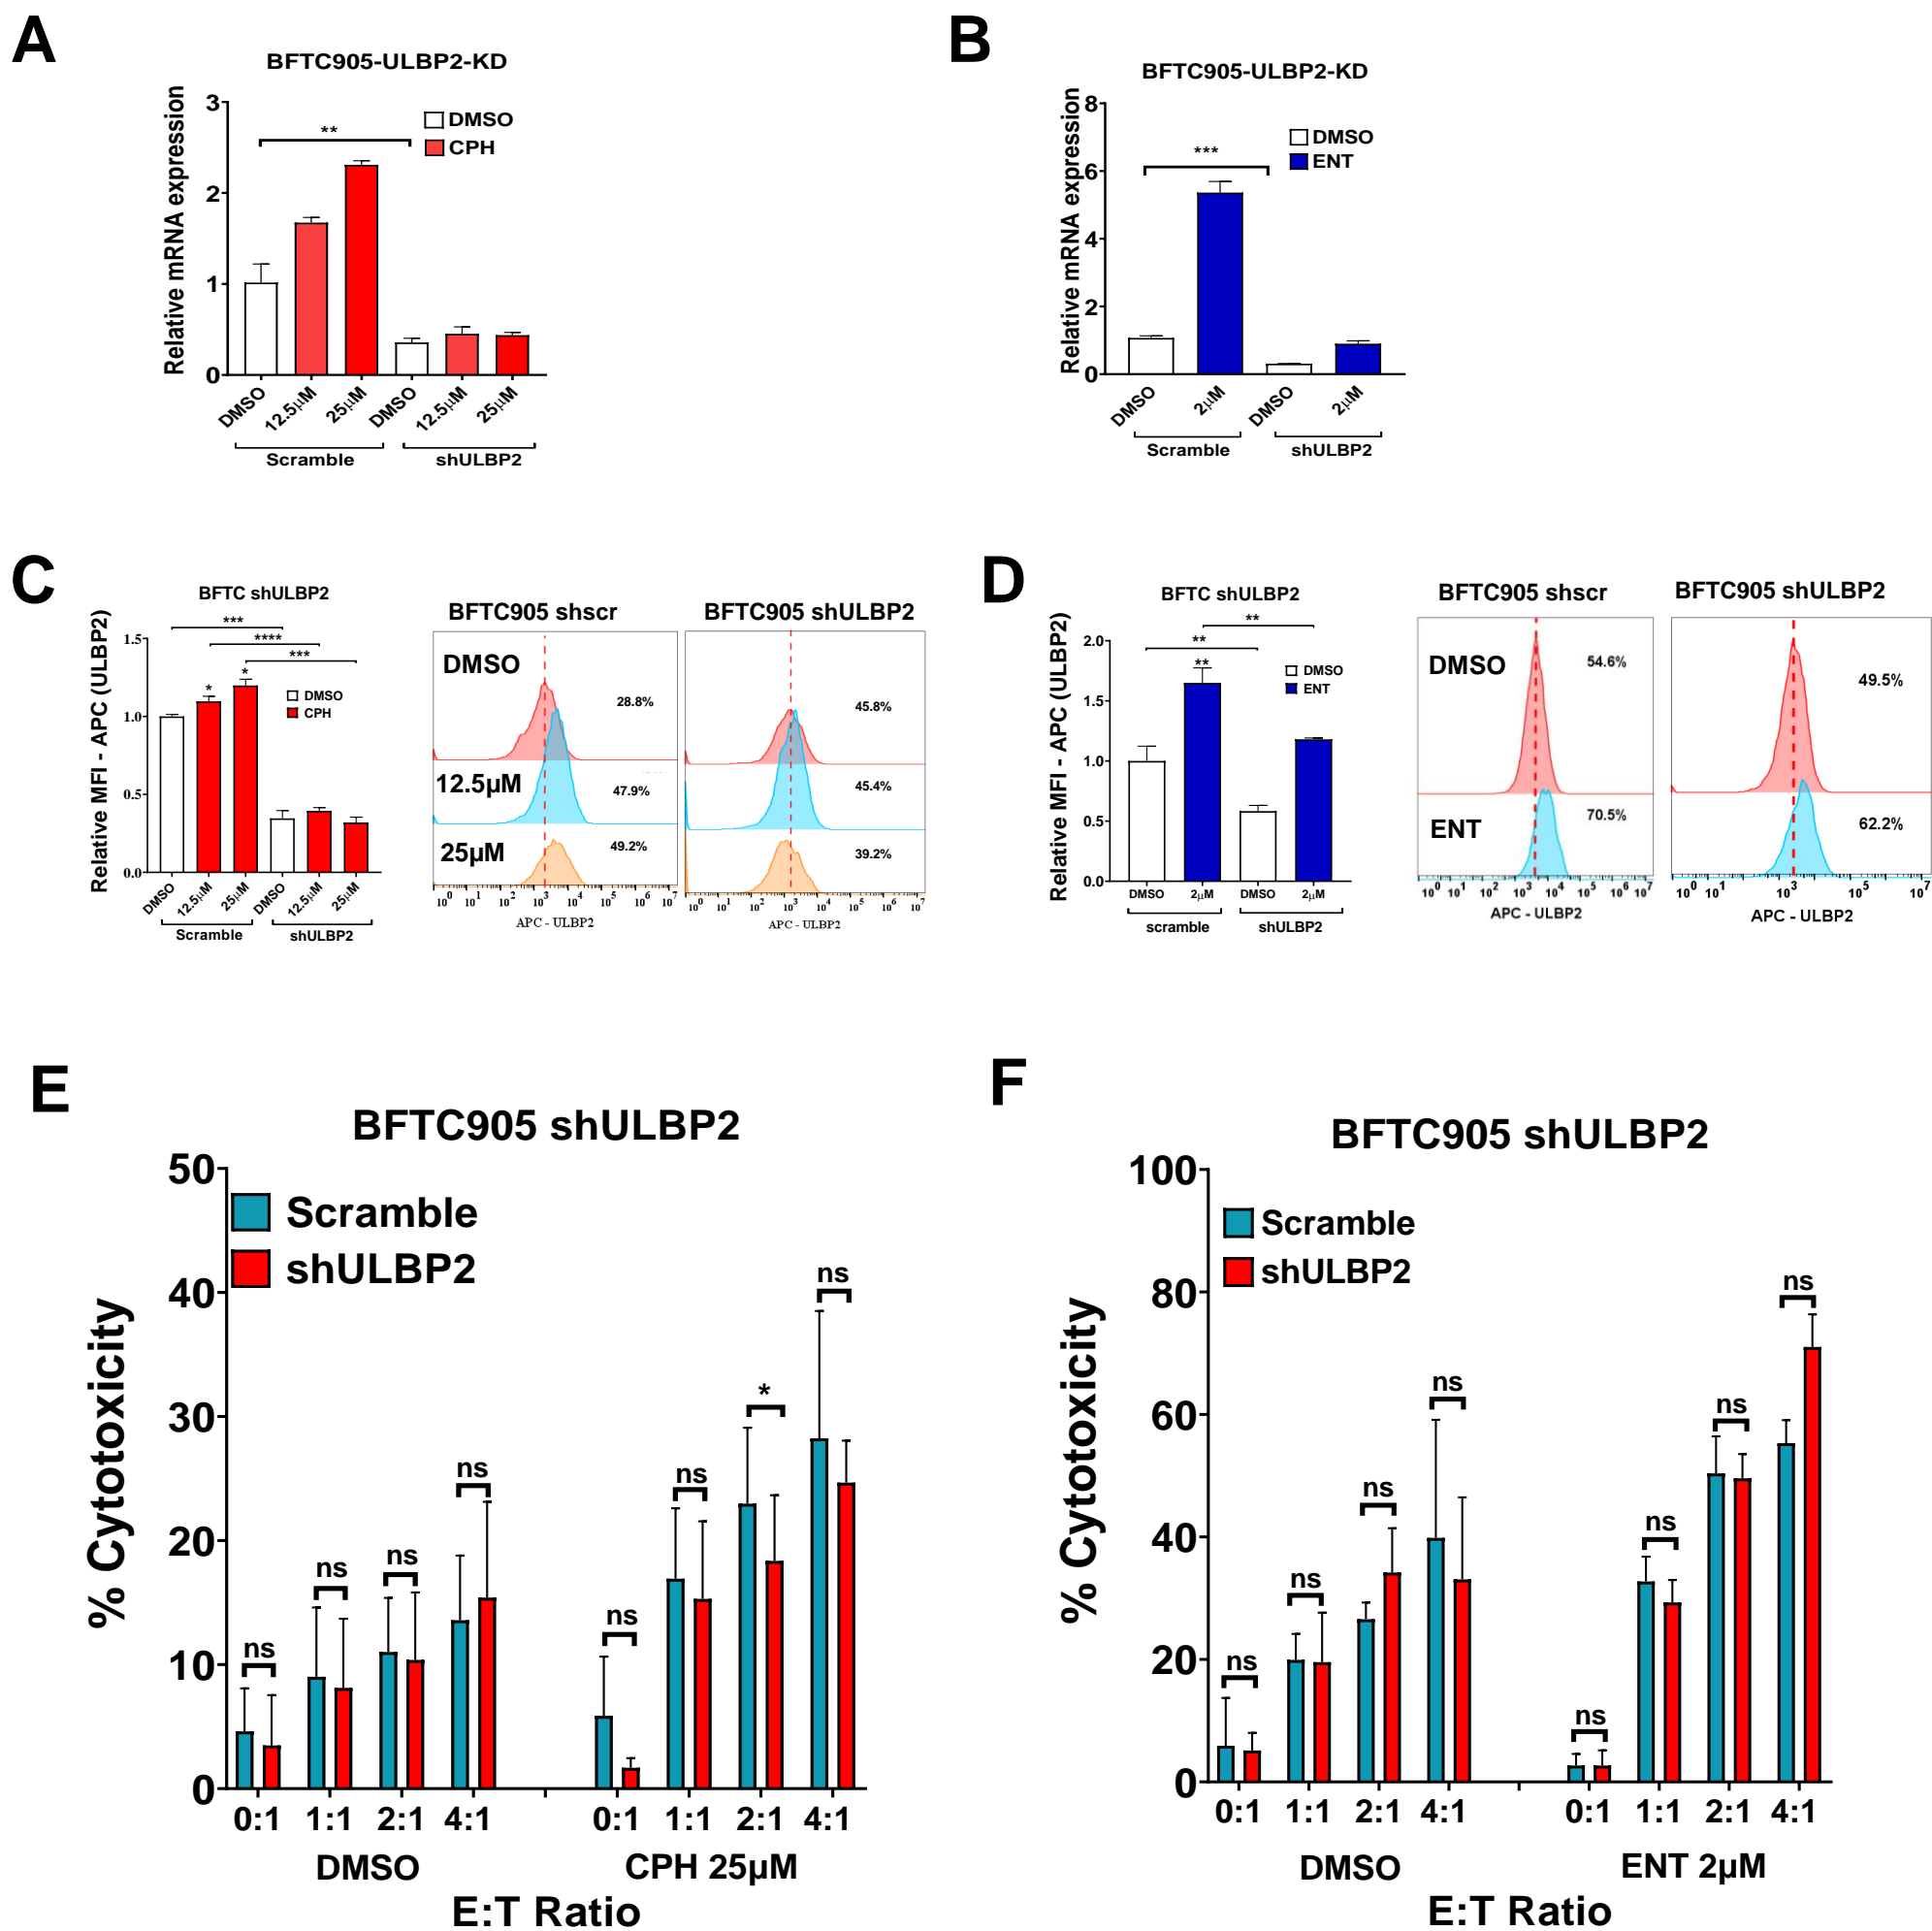

**Figure S10. Depletion of ULBP2 in BFTC905 UC cells.** BFTC905 cells transiently infected with lentiviral expression shRNA against ULBP2. Relative expression level of ULBP2 in control or ULBP2 depleted cells treated with (A) CPH or (B) ENT was determined by quantitative RT-PCR and Flow cytometry FACS analysis (C) CPH or (D) ENT. Bar chart showing cell specific lysis via Calcein-AM assay with different E:T ratio of NKG2D-NK92 cells vs control or ULBP2 depleted BFTC905 cells pretreated with (D) CPH or (E) ENT. Each error bar represents mean  $\pm$  SD from triplicates. The significance is calculated by unpaired T-test. \*\*\*  $P < 0.0005$ ; \*\*  $P < 0.01$ ; \*  $P < 0.05$ .

**A**      **Gating Strategy**

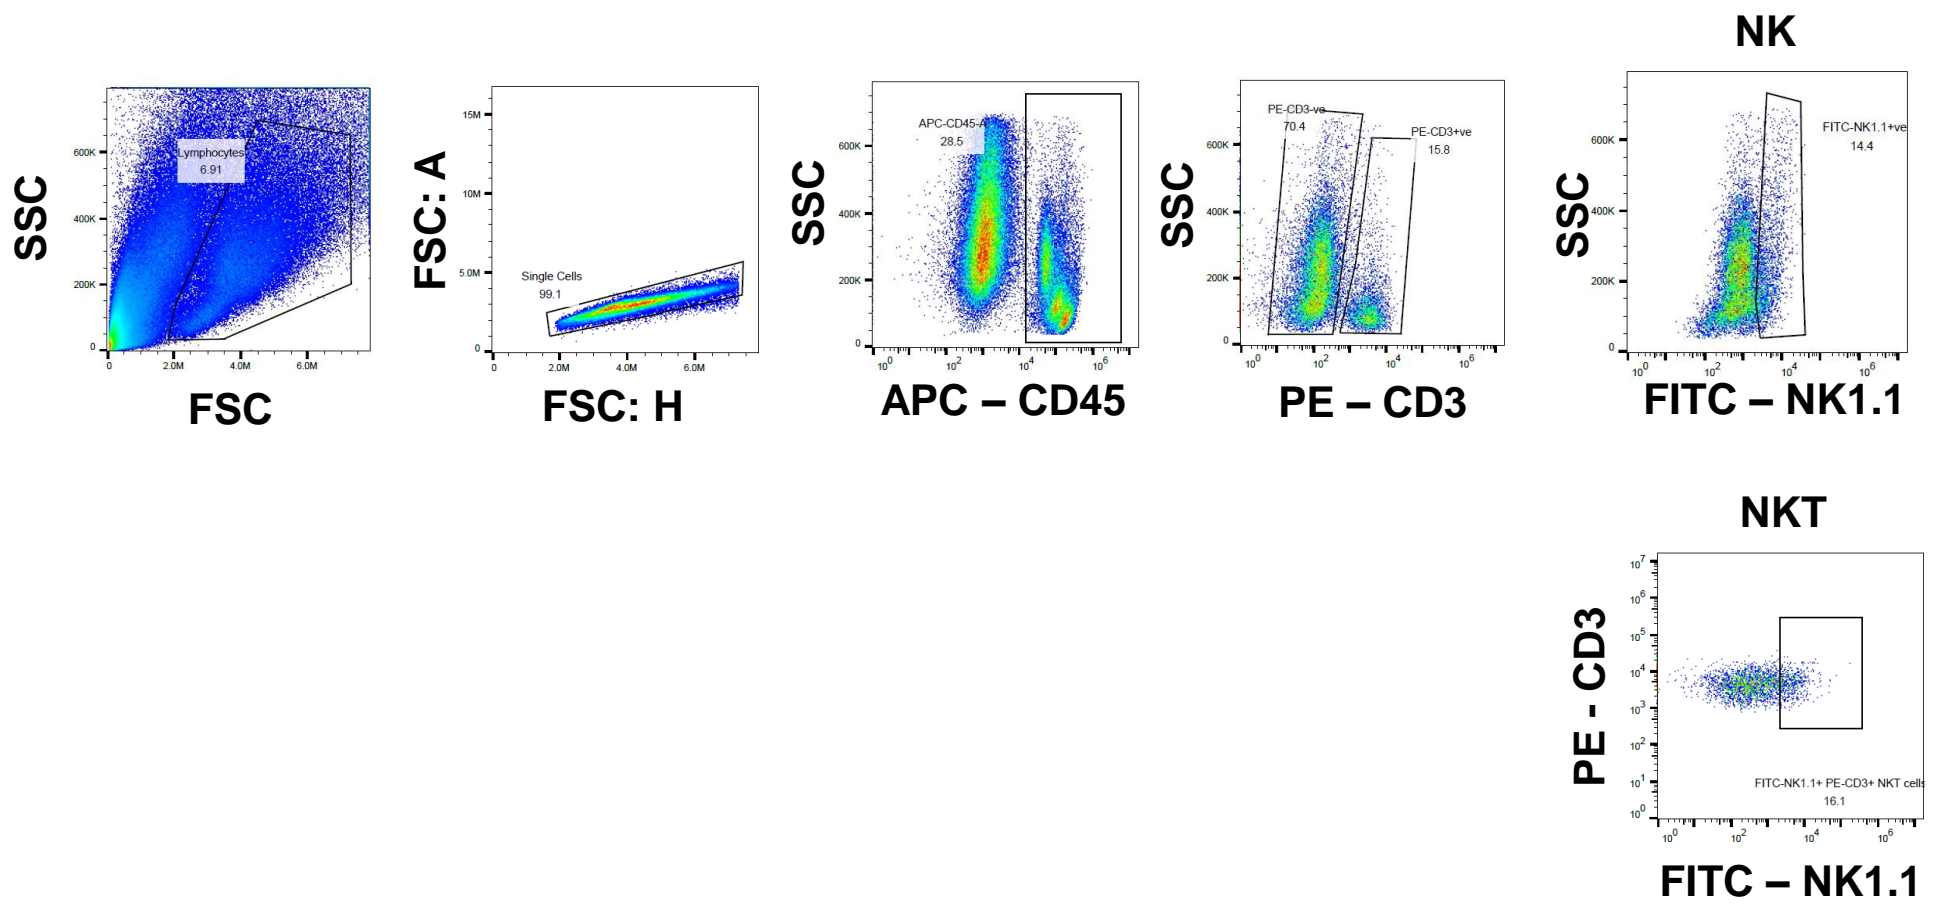

**B**

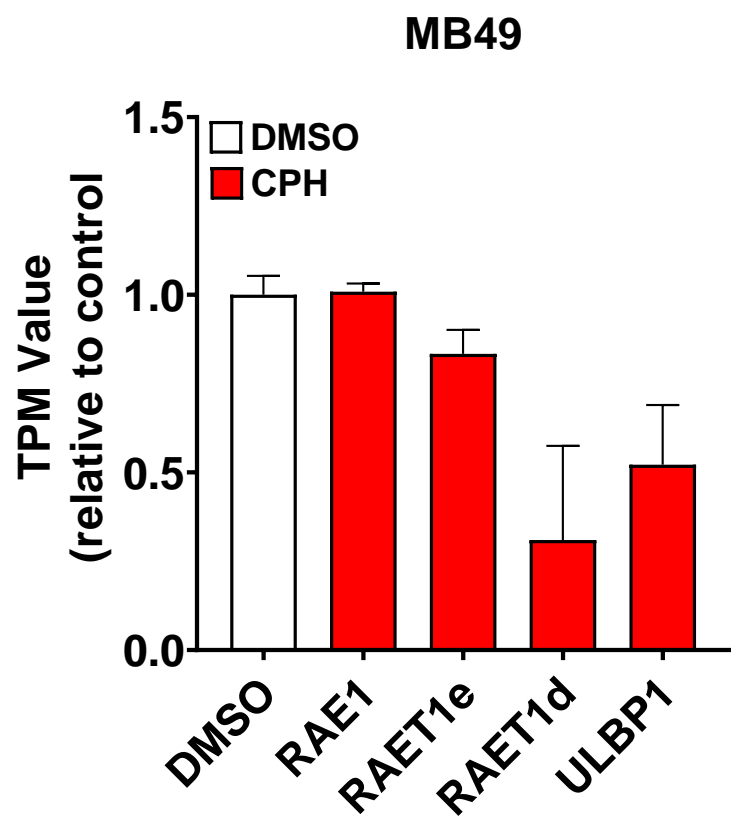

**Figure S11. Flow cytometry analysis of TILs in MB49 tumors.** (A) Gating strategy for investigating infiltrated NK and NKT cells in MB49 tumor in syngeneic mice model. The scatter plot shows CD45+ve gated population which is further divided into CD3<sup>-ve</sup> NK1.1<sup>+ve</sup> NK cells and CD3<sup>+ve</sup> NK1.1<sup>+ve</sup> NKT cells (B) mRNA expression level of NKG2DLs in MB49 cells treated with CPH, as determined by RNA-Seq.

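For panel B, the expression of a gene with CPH can be set relative to DMSO as the ratio of mean TPM. Computed from the deposited TPM of the MB49 libraries, this ratio was 0.522 for Ulbp1, 0.834 for Raet1e and 0.31 for Raet1d, the last from 5 reads with CPH and 19 with DMSO. The panel also has a bar named RAE1. Raet1 genes encode the RAE-1 ligands of NKG2D, whereas the mouse gene with the symbol Rae1 (ENSMUSG00000027509, chromosome 2 of GRCm38 from 173000117 to 173015739) encodes an mRNA export factor that is not an NKG2D ligand. Rae1 was expressed at 127 ± 8.08 CPM (SD, n = 2) with CPH and 118 ± 12.0 CPM (SD, n = 2) with DMSO, a log2 fold change of 0.10 (standard error 0.120, adjusted p = 0.587 from edgeR), smaller than the spread between replicates, and -0.044 after the correction for GC content and gene length.

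**Figure D3:**
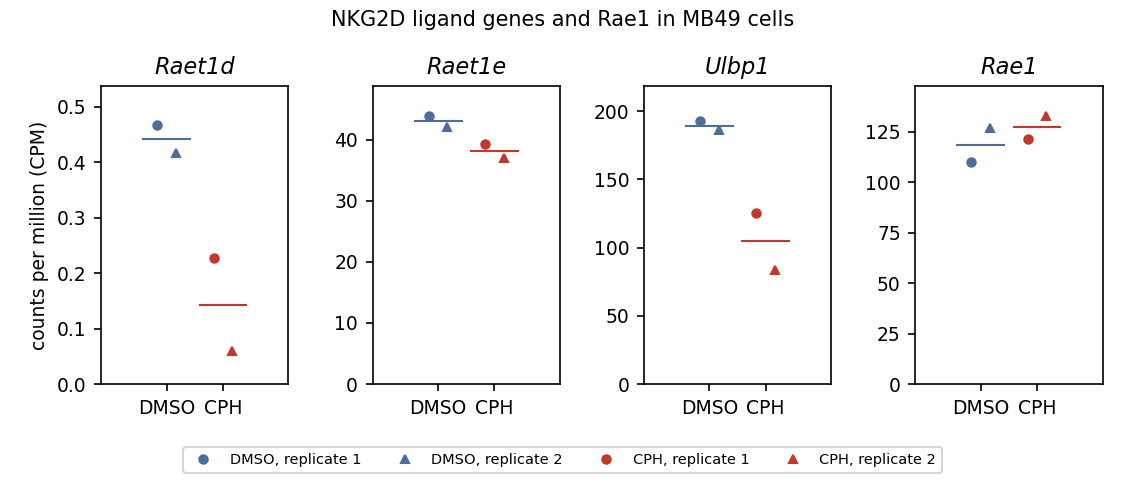
CPM of Raet1d, Raet1e, Ulbp1 and Rae1 in each MB49 library, on linear axes that start at 0 and differ between genes. Circles and triangles are replicates 1 and 2, red with CPH and blue with DMSO, and horizontal lines are means: the CPH libraries lie below the DMSO libraries for Raet1d, Raet1e and Ulbp1 and overlap them for Rae1.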

How the deposited data were processed for this re-analysis (not part of the article)

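Gene expression was measured by RNA-seq in MB49 cells treated for 48 h with 25 µM CPH or with DMSO, with 2 libraries per treatment and 4 libraries in all. The authors counted reads per gene and deposited the counts of each library without normalization, in a table per library and again in a table of the whole series. The counts in both tables were equal for all 55471 genes in every library. The authors also deposited TPM, made from the counts and gene lengths, and recomputing TPM from these gave values within 1e-06 for all 55471 genes. The series table further holds a log2 fold change, a p-value and an adjusted p-value that the authors computed for CPH against DMSO and deposited without naming the tool. The deposited p-values were within 1e-06 of DESeq2 values for 22541 of 22541 genes and the deposited adjusted p-values for 12051 of 12052. The deposited log2 fold changes were nearer to 0 than those of DESeq2 without shrinkage for 22522 genes. No numeric column of the series table other than an identifier was left out. The aligner, the program that counted the reads, whether it used the strand and how it treated reads that map to several places are not given in the sources used here. Symbols were given for 55220 genes, and coordinates are those of GRCm38, with annotation classes from GENCODE M21.

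Counts summed to 17433384 and 16772531 in CPH replicates 1 and 2 and to 21544073 and 21850667 in DMSO replicates 1 and 2. A count of 0 in a library allows up to 3 counts at a confidence level of 95%, and ratios of summed counts, relative to library totals multiplied by their TMM factors, are given with exact conditional 95% intervals, which cover counting error only. The replicates of each treatment differed by more than sampling noise, with a chi-square per degree of freedom of 23.3 for CPH and 4.57 for DMSO, and were counted as separate libraries.

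The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr of edgeR (minimum count 10, minimum total count 15), normalized with TMM and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13171 genes tested, at an adjusted p under 0.05. The common dispersion was 0.0122. A second count used the lines of Fig. 7B, an unadjusted p under 0.05 and a log2 fold change of at least 1. The text may name the genes of the lists below, Rae1, and the 5 largest increases and 5 largest decreases by log2 fold change among genes with an adjusted p under 0.05, a mean TPM of at least 1 and no overlap between the CPH and DMSO libraries; this rule, the lists and the alternatives named below, except the last 2, were set before the data were examined. The values of the 17 chemokines in Supplementary file 2 had been seen in the paper's table. Cx3cl1, Ccl4, Kdm5d, Ddx3y, Eif2s3y, Uty and Xist were chosen after the data were seen.

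The lists were the 17 chemokines of Supplementary file 2, 9 NKG2D ligands, the 12 common upregulated genes, 7 genes of Fig. 1C by their mouse symbols, 16 macrophage markers, and lists for MHC class I presentation, cholesterol synthesis, the lysosome, the integrated stress response, NF-kB targets, the interferon response and the cell cycle. The last 7, with the chemokines and the NKG2D ligands, were tested as 9 sets with camera of limma, two-sided, with its preset correlation of 0.01, on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over the 9 sets.

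Before use, the tests were checked on simulated counts for CPH against DMSO with 2 libraries per group, drawn from the means and library sizes of these data. Of 194 changed genes among 12975 tested, edgeR recovered 90.7%, with 23 false calls and 0 calls in the wrong direction, and a median error of 0.131 in log2 fold change. DESeq2 recovered 83% with 17 false calls and limma 87.5% with 31. For edgeR, DESeq2 and limma, false calls were a larger share of the calls than an adjusted p under 0.05 aims at. The changed genes had log2 fold changes of at least 1 in size, so smaller changes were not covered. The unpaired test with pooled variance on TPM recovered 79.5% at an unadjusted p under 0.05 and called 5.17% of unchanged genes. For a list of changed genes camera and fry gave small p-values, and for a list of unchanged genes they gave 0.248 and 0.229 on these simulated counts, which tests the lists and not the samples. Genes were drawn independently of each other, so the simulation does not test the preset correlation of camera.

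The alternatives tried, one at a time, were DESeq2, RLE factors in place of TMM, no filter beyond a total count above 0, a filter on mean TPM of at least 1 in place of filterByExpr, which left 13204 genes, limma on log2(TPM + 0.1) and on log2(TPM + 1), the unpaired test with pooled variance on TPM that matches the layout of Supplementary file 2, the replicate number as a block, each library left out in turn, edgeR's glmTreat against a log2 fold change of 1, the adjusted p in place of the unadjusted p at the lines of Fig. 7B, and fry or an estimated correlation for the sets. When a library is left out, the lone library of its group is assumed to vary like the other group. The variance then comes from the remaining pair of replicates alone, and the DMSO pair differed less than the CPH pair. Adjusted p-values and numbers of calls without a library therefore also change with that variance. A correction for GC content and gene length, with a spline of 5 degrees of freedom per library as an offset, and a rule of a 4-fold change in mean TPM without a p-value were the last 2, added after the data were seen. The 4-fold rule was counted only for genes with a finite ratio, which leaves out genes with a TPM of 0 in both DMSO libraries. All libraries were also thinned to the smallest total, 16772531, and unchanged genes were simulated in 100 Poisson draws (20 for the spread between replicates) with the random seed set to 1. The human libraries of BFTC905 cells and the qRT-PCR, ELISA and flow cytometry data were not analysed here.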

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

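Of the tests in this part, the correction for GC content and gene length was chosen after the data were seen, and for the interferon response genes both tests were chosen after their result was seen. Between CPH and DMSO, 5 lists of genes that the paper does not discuss for MB49 cells moved as sets past an adjusted p of 0.05 (camera of limma with its preset correlation, adjusted over 9 lists). All 5 calls were also made with fry, but none with camera and a correlation estimated from the 4 libraries, where the adjusted p ran from 0.146 to 0.268. CPH libraries were the smaller ones, the 10 genes with the most reads took 5.97% to 7.18% of each library, and a batch is not given for any of them. Single genes called in the direction of their list were fewer without the filter on low counts in edgeR, 11 for cholesterol synthesis, 9 for the lysosome, 8 for the integrated stress response, 1 for MHC class I presentation and 1 for the interferon response. With the unpaired test on TPM they numbered 1, 0, 1, 0 and 0, and at its unadjusted p under 0.05 there were 11, 15, 19, 4 and 3.

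The 25 cholesterol synthesis genes had a median log2 fold change of 0.92 with CPH (camera adjusted p = 3.32e-11, fry adjusted p = 0.00497 from limma). Of these, 23 had a log2 fold change above 0, 19 were upregulated at an adjusted p under 0.05 (edgeR), and 21 passed when adjusted over the list alone. Downregulated genes numbered 0, also at an unadjusted p under 0.05 and in DESeq2. The largest increases were in Mvd (1.75), Nsdhl (1.68) and Acat2 (1.61), as log2 fold changes. After the correction for GC content and gene length the median was 0.87, and after all libraries were thinned to the same total it was 0.93. The set stayed past the threshold after the correction, which argues against GC content and gene length as the whole cause. Thinning leaves the expected ratio of each gene unchanged. With read numbers like these it could hardly move the median, so it decides nothing on depth. A response of the cells to CPH is a candidate explanation, found and tested on the same 2 libraries per group, and a difference between the cultures other than the drug stays open.

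The 23 lysosome genes had a median log2 fold change of 0.68 (camera adjusted p = 3.35e-10, fry adjusted p = 0.0181 from limma). A log2 fold change above 0 was seen in 22, and 17 were upregulated at an adjusted p under 0.05 (edgeR), 19 over the list alone, with 7 without DMSO replicate 1 and 11 without DMSO replicate 2. There were 0 downregulated genes, at an unadjusted p under 0.05 and in DESeq2 too. Log2 fold changes were largest in Ctsa, Gla (1.49) and Neu1 (1.46). The median was 0.64 after the correction for GC content and gene length, so that trend does not account for the whole of it. After thinning it was 0.69, which decides nothing on depth, since thinning keeps expected ratios. As CPH is the condition that separates the groups, an effect on lysosomes or their regulators may lie behind it, as a hypothesis that these libraries alone leave untested.

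Integrated stress response genes fell: the median log2 fold change of the 24 tested was -0.70 (camera adjusted p = 4.12e-11, fry adjusted p = 0.0234 from limma). At an adjusted p under 0.05 (edgeR), 19 were downregulated (13 without DMSO replicate 1 and 8 without DMSO replicate 2) and 0 upregulated (0 at an unadjusted p under 0.05, 0 in DESeq2, and 1 without CPH replicate 1), and 21 passed over the list alone, among them Gpt2 (-1.62), Trib3 (-1.56), Slc7a5 (-1.55) and Atf4 (-0.78) by log2 fold change. The median was -0.77 after the correction for GC content and gene length and -0.70 after thinning. Amino acid supply and cell density at harvest also set this response and may have differed between the cultures, which the labels do not record and no test here covers.

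For MHC class I presentation, the 13 genes tested had a median log2 fold change of 0.40 (camera adjusted p = 0.000499, fry adjusted p = 0.0181 from limma). A log2 fold change above 0 was seen in all 13 in edgeR and in 11 with limma on log2(TPM + 0.1). At an adjusted p under 0.05 (edgeR) 4 were upregulated, 7 over the list alone and 5 in DESeq2: B2m (0.99), H2-T23 (0.63), H2-K1 (0.51) and Tapbp (0.40) by log2 fold change. Without DMSO replicate 1, B2m alone of the 4 kept its call (adjusted p = 0.00353, edgeR; 5.60e-15 to 0.288 over the alternatives). The calls of H2-T23 and H2-K1 were lost without DMSO replicate 1 (adjusted p = 0.123 and 0.237, edgeR) and without DMSO replicate 2 (0.173 and 0.284), within ranges over the alternatives of 9.46e-06 to 0.225 and 2.65e-06 to 0.284. The list had 9 calls without CPH replicate 1, 7 without CPH replicate 2, 1 without DMSO replicate 1 and 2 without DMSO replicate 2, and the H2 genes are paralogs between which the authors' counting could have split reads. The median was 0.27 after the correction for GC content and gene length, lower than before but past the threshold, and 0.42 after thinning, so a part of the median may follow GC content and length. The rise is consistent with an effect of CPH on antigen presentation, as a hypothesis.

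The interferon response list had 10 of its 20 genes tested, with a median log2 fold change of 0.84 (camera adjusted p = 0.00171, fry adjusted p = 0.0181 from limma). Only Bst2 (0.95) and Ifit2 (0.73) were upregulated at an adjusted p under 0.05 (edgeR), 5 over the list alone, and Ifit2 lost its call without DMSO replicate 1 (adjusted p = 0.129, edgeR; 1.42e-07 to 0.561 over the alternatives). The list had 4 calls without CPH replicate 1 and 1 without DMSO replicate 1. The median was 0.79 after the correction for GC content and gene length. After thinning 8 genes were tested, with a median of 0.54. The median therefore rests partly on genes with few reads. While GC content and gene length do not account for the whole shift, an interferon response to CPH is only a candidate explanation.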

How the results depend on the processing

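The correction for GC content and gene length and the 4-fold rule on mean TPM were chosen after the data were seen.

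Against 1720 genes changed in edgeR, there were 1714 with DESeq2, 1434 of them shared, 1719 with RLE factors and 1538 with the filter on mean TPM, which tests 13204 genes. The count was 368 without a filter beyond a total count above 0, 954 with limma on log2(TPM + 0.1), 970 with limma on log2(TPM + 1), 478 with the unpaired test on TPM, 3458 after the correction for GC content and gene length, and 40 against a log2 fold change of 1 with glmTreat. The last asks for a larger change by construction. The cause of the other shifts was not tested, except that of the 478 genes of the unpaired test 290 have only 2 counts over the 4 libraries, 90 are among the genes tested by edgeR and 57 are shared with its calls. After the correction, 1692 of the 1720 calls were kept, 28 lost and 1766 gained. With single libraries left out the count ran from 661 to 5996: it was 5996 without CPH replicate 1, 3573 without CPH replicate 2, 661 without DMSO replicate 1 and 821 without DMSO replicate 2. Higher genes made up 50.5% of the calls in edgeR and 41.3% with limma on log2(TPM + 0.1), where the median log2 fold change of all genes was -0.092.

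The same replicate numbers are not stated to be paired. With the number as a replicate block, 3905 genes changed, among them all 1720. Over genes, deviations of libraries with the same number correlated at 0.176, from only 2 pairs. With this block the log2 fold change of Cxcl5 was -0.0027.

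Upregulated genes past the lines of Fig. 7B numbered 416, between 302 and 493 with DESeq2, RLE factors, no filter, the filter on mean TPM, limma on log2(TPM + 0.1), the block and the unpaired test, 371 after the correction, 279 with the adjusted p, 329 by the 4-fold rule (72 of them among the genes tested by edgeR) and from 372 to 510 with single libraries left out. The count was 195 with the p of glmTreat, which asks for a larger change by construction, and 130 with limma on log2(TPM + 1), since that pseudocount pulls the ratios of weakly expressed genes towards 0. The unpaired test gave 477, and 302 genes past the lines had a finite ratio in that test. The 329 of the 4-fold rule were counted with finite ratios only.

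Of 6 upregulated chemokines, 4 were called with DESeq2, which gives no adjusted p for Ccl3 and Ccl8, 5 with limma at either pseudocount, 2 without the filter and 0 with the unpaired test on TPM (3 at an unadjusted p under 0.05). With single libraries left out there were 3 to 6, with 5 without CPH replicate 2 (Ccl3 lost), 4 without DMSO replicate 1 (Ccl3 and Ccl8 lost) and 3 without DMSO replicate 2 (Ccl3, Ccl8 and Cxcl1 lost). The log2 fold change of Ccl3 was above 0 under every alternative. It was 2.12 without the filter, where its adjusted p was 0.0851 (edgeR), and 2.09 with the unpaired test, where it was 0.222, and from 1.96 to 2.32 with single libraries left out, where the adjusted p was 0.00843 without CPH replicate 1, 0.0521 without CPH replicate 2, 0.173 without DMSO replicate 1 and 0.161 without DMSO replicate 2. Over all alternatives that gave one, its adjusted p ran from 0.00304 to 0.222. With 4 reads in each DMSO library, depth limits what can be said of its size.

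The decrease in Ulbp1, the 1 call among the NKG2D ligands and among the genes of Fig. 1C, was made in edgeR, DESeq2, with RLE factors, the filter on mean TPM, the block, the correction and each library left out. There were 0 calls in either list without the filter, with limma at both pseudocounts and with the unpaired test, where Ulbp1 stayed lower, and its unadjusted p was under 0.05 without the filter and with limma. The cause was not tested. The 4 calls among the common genes became 2 with DESeq2, which gives no adjusted p for Ccl3 and Cck, 2 without the filter, 0 with the unpaired test (4 at an unadjusted p under 0.05), 3 with the filter on mean TPM, which leaves out Myo7b, 3 to 4 with single libraries left out (Ccl3 lost), and 12 by the 4-fold rule, which uses no test. Macrophage markers higher in both CPH libraries than in both DMSO libraries numbered 6 of 16 by counts and 7 by TPM. Chance gives 16.7% of genes without ties. This share does not apply to all 16, since 6 of them had no counts in any library and could not be higher.

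Genes of other lists changed sign too: with limma on log2(TPM + 0.1), 11 MHC class I presentation genes were above 0 against 13 in edgeR. For the cell cycle genes these numbers were 7 and 11. Among the tested chemokines and Rae1, 6 genes changed direction, and none of these 6 passed the threshold in edgeR. Ccl25 (-0.076) was at 0.14 after the correction and from -0.29 to 0.12 with single libraries left out. Ccl6 (0.48) ran from -0.033 to 0.85 with single libraries left out. Ccl9 (0.051) was at -0.036 and -0.035 with limma on log2(TPM + 0.1) and on log2(TPM + 1), at -0.036 with the unpaired test, and from -0.047 to 0.15 with single libraries left out. Cxcl5 (0.019) was at -0.0072 without the filter, -0.11 and -0.092 with limma, -0.065 with the unpaired test, and from -0.40 to 0.34 with single libraries left out. Cxcl10 (0.030) was at -0.058 and -0.054 with limma, -0.061 with the unpaired test, and from -0.031 to 0.092 with single libraries left out. Rae1 (0.10) was at -0.044 after the correction. With limma on log2(TPM + 0.1) the median of all genes was -0.092, against 0.0022 in edgeR. That shift is larger than the edgeR values of Ccl9, Cxcl5 and Cxcl10, so their signs with TPM go with it. The cause of the other sign changes was not tested.

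The 6 called sets kept their direction and their calls with fry, RLE factors, the filter on mean TPM, the block, the correction and each library left out. None was called with an estimated correlation, where the adjusted p was 0.171 for the chemokines, MHC class I presentation and the interferon response, 0.146 for cholesterol synthesis and 0.268 for the lysosome and the integrated stress response. NKG2D ligands (camera adjusted p = 0.142, limma) ran from 0.0211 to 0.152 with single libraries left out, with 0.0211 without CPH replicate 1 and 0.0304 without CPH replicate 2. The cell cycle set (0.741) ran from 0.590 to 0.958, and its direction changed without DMSO replicate 1.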

Differences from the paper's values

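The rule of a 4-fold change in mean TPM was chosen after the values were seen. The other alternatives named here were set before the data were examined.

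For the chemokines of Supplementary file 2, the paper's TPM and log2 ratios were recovered from the deposited TPM for all 17 genes (68 TPM values and 17 ratios within 0.001), and its unadjusted p-values by an unpaired test with pooled variance on TPM (17 within 0.0001). Its adjusted p-values match Benjamini-Hochberg values over 22541 genes for 16 of 17 within 0.001. The exception is Ccl20, at 0.690 in the paper and 0.618 by the unpaired test.

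The adjusted p-values of edgeR differ from these. The paper's value is 0.222 for Ccl3 and the value here 0.0307; for Ccl8 the paper's is 0.214 and the value here 0.0338. DESeq2 gives no adjusted p for either. Both come within 1.5 times the paper's values under the unpaired test on TPM and without either DMSO replicate, and not under RLE factors, no filter, the filter on mean TPM, limma at either pseudocount, the replicate block or without either CPH replicate. For Ccl2 the paper's value is 0.119 and the value here 0.00189, for Cxcl3 the paper's is 0.340 and the value here 0.00300, for Ccl7 the paper's is 0.388 and the value here 0.0113, and for Cxcl1 the paper's is 0.355 and the value here 0.0144. For these 4 genes the unpaired test on TPM reaches the paper's value and none of the other alternatives does: DESeq2, RLE factors, no filter, the filter on mean TPM, limma at either pseudocount, the replicate block and each library left out. For Ccl20 the paper's value is 0.690 and the value here 0.281. The difference closes under no filter, the unpaired test and without DMSO replicate 2, and remains under RLE factors, the filter on mean TPM, limma at either pseudocount, the replicate block, and without either CPH replicate or DMSO replicate 1, while DESeq2 gives none. For Ccl6 the paper's value is 0.722 and the value here 0.419. DESeq2, no filter, limma at either pseudocount, the unpaired test and leaving out CPH replicate 1 or either DMSO replicate come within 1.5 times of it, and RLE factors, the filter on mean TPM, the replicate block and leaving out CPH replicate 2 do not.

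For 4 genes near 0, the log2 fold change of counts and that of TPM differ in sign or, for Cxcl2, by more than the SD between replicates, though by less than its standard error of 0.110 in edgeR. TPM values lie lower for genes in general: the median of all genes was -0.092 with limma on log2(TPM + 0.1) and 0.0022 in edgeR. The paper's log2 fold change of Ccl9 is -0.036 and the value here 0.051; limma at either pseudocount, the unpaired test and leaving out DMSO replicate 1 give the paper's sign, and DESeq2, RLE factors, no filter, the filter on mean TPM, the replicate block and leaving out the other 3 libraries do not. For Cxcl5 the paper's value is -0.065 and the value here 0.019; no filter, limma at either pseudocount, the unpaired test, the replicate block and leaving out CPH replicate 1 or DMSO replicate 2 give the paper's sign, and DESeq2, RLE factors, the filter on mean TPM and leaving out CPH replicate 2 or DMSO replicate 1 do not. The paper's value for Cxcl10 is -0.061 and the value here 0.030; limma at either pseudocount, the unpaired test and leaving out CPH replicate 2 or DMSO replicate 2 have the paper's sign, and DESeq2, RLE factors, no filter, the filter on mean TPM, the replicate block and leaving out CPH replicate 1 or DMSO replicate 1 do not. For Cxcl2 the paper's value is -0.14 and the value here -0.047; limma at either pseudocount and the unpaired test come within that SD of the paper's value, and DESeq2, RLE factors, no filter, the filter on mean TPM, the replicate block and each library left out do not.

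The paper counts 12 common upregulated genes, and 4 of them were past the lines of Fig. 7B here. None of the alternatives set before the data were examined reaches 12: DESeq2, RLE factors, no filter, the filter on mean TPM, limma at either pseudocount, the unpaired test, the replicate block and each library left out. The rule of a 4-fold change in mean TPM with no p-value, chosen after seeing the values, holds for 12 of the 12 and drops 0 of them. That rule gives 329 genes, against the paper's 330 upregulated genes in MB49 cells and 416 past the lines of Fig. 7B in edgeR. The 329 are genes with a finite ratio, so genes with a TPM of 0 in both DMSO libraries are left out. The closeness to 330 depends on this restriction. The paper's text names no threshold for its 330 genes.

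Fig. 7B names CCL3 alone among the chemokines past both of its lines, read by eye. In edgeR Ccl3, Ccl8, Ccl2 and Cxcl3 are past them, and in the paper's own table Ccl3, Ccl8 and Ccl2 are. The paper singles out CCL3 for its increase. Here Ccl8 and Ccl3 had log2 fold changes of 2.17 and 2.14, with standard errors of 0.505 and 0.483, so their order is not resolved: without CPH replicate 1 they were 2.09 and 2.32, and without DMSO replicate 2 they were 1.97 and 2.13.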

Other observations

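Of the tests in this part, those on macrophages, on the RAE1 bar and on counting noise between the CPH replicates were chosen after their result was seen, and the correction for GC content and gene length and the 4-fold rule after the data were seen.

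By the 4-fold rule on mean TPM, 329 genes with a finite ratio were higher with CPH. Of these, 251 had fewer than 20 counts over the 4 libraries and 78 had 20 or more. In 100 Poisson draws in which no gene differed between the groups, a mean of 109 genes under 20 counts and 0.81 genes with 20 or more passed the rule. Counting noise therefore leaves most of the 78 unexplained. Among the 251 it may account for a part, and which genes these are cannot be told apart at this depth, 8 of the 12 common genes among them. Of unchanged genes with a total count near that of Ccl3 (37), 0.0116% reached a 4-fold ratio in the draws, which argues against counting noise as the whole cause of its increase. Variation between cultures is not part of this test.

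The CPH replicates differed more from each other than the DMSO replicates, with an SD of the log2 CPM difference of 0.399 against 0.270. The difference between the CPH replicates followed GC content across genes (Spearman 0.589, against 0.154 for DMSO; genes are not independent replicates). In 20 Poisson draws from the means of the CPH libraries, where the SD was 0.220, this correlation stayed at or under 0.022 in size, so the observed 0.589 argues against counting noise as the whole cause. After the correction for GC content and gene length the SD was 0.330 for CPH and 0.267 for DMSO, so that trend may carry a part of the spread and not the whole of it. A difference between the cultures or in library preparation stays open.

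Ulbp1, the NKG2D ligand that was lower with CPH, had a log2 fold change of -0.70 after the correction for GC content and gene length, past the threshold, which argues against that trend as the whole cause. A response to CPH is a candidate explanation.

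Ccl3 and Ccl8 are chemokines that macrophages make, so 16 macrophage markers were examined. Of these, 4 passed the filter and 3 were upregulated at an adjusted p under 0.05 (edgeR): Cd68 and Cd74, each with a log2 fold change of 1.61, and Cd14 with 0.51. Calls numbered 4 without CPH replicate 1 and 2 without either DMSO replicate. Lyz2, with 11 and 14 reads against 5 and 6, was not (adjusted p = 0.0796). The markers Ptprc, Tyrobp, Laptm5, C1qa, C1qb and C1qc together had 0 counts in the CPH libraries, while Cd68 had 6123 and 7336. Macrophages in the CPH cultures would bring all of these, so they are an unlikely source of the rise in Cd68 and Cd74, which MB49 cells also expressed with DMSO (2811 and 2692 reads of Cd68). Cd68 is also a protein of lysosomes, whose genes rose as a list (camera adjusted p = 3.35e-10, limma). For Ccl3 and Ccl8 the same 0 leaves a very small share of such cells open, since those chemokines had 29 and 26 reads with CPH. Other markers under the filter had a few more reads with CPH than with DMSO: Fcgr3 (9 against 4), Fcer1g (5 against 2), Cx3cr1 (6 against 1), Adgre1 and Itgam (1 against 0 each). Csf1r had fewer (1 against 3). Reads this few leave the question open.

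The bar named RAE1 in Suppl Fig S11B stands at the level of the control. The ratio of mean TPM was 1.01 for Rae1, the mRNA export gene, and 0.834 and 0.31 for Raet1e and Raet1d, so the bar is consistent with a plot of Rae1 in place of a ligand gene.

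The paper's Fig. 1C lists genes of NK cell-mediated cytotoxicity that were higher in BFTC905 cells with CPH. Of their 7 mouse counterparts by symbol, with Ulbp1 standing for the human ULBPs, 3 were tested in MB49 cells. Besides Ulbp1, Csf2 had a log2 fold change of -0.52 (adjusted p = 0.194, edgeR) and Shc4 of 0.40 (adjusted p = 0.214, edgeR). Lck, Gzmb, Tnf and Rac2 had at most 2 reads in a library. Whether the cell lines differ was not tested. The legend of Suppl Fig S6 gives the earlier BFTC905 RNA-Seq data a higher CPH dose and a shorter treatment than the MB49 libraries had.

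As sets, the chemokines of Supplementary file 2 had a median log2 fold change of 0.63 (camera adjusted p = 0.00203, fry 0.0181, limma) and NKG2D ligands of -0.52 (camera adjusted p = 0.142, fry 0.0946, limma). The paper already shows values of these samples for the chemokines, so their test is not an independent one. NF-kB targets had a median of 0.12 (camera adjusted p = 0.283, fry 0.0904, limma), with 3 upregulated genes (Icam1, Csf3 and Cebpd) and 1 downregulated (Traf1) of 16 tested. Upregulated genes numbered 5 without either CPH replicate, 3 without DMSO replicate 1 and 2 without DMSO replicate 2, and Traf1 was not called without either DMSO replicate. Csf2 and Tnf are in this list and among the genes of Fig. 1C. The 24 cell cycle genes had a median of -0.024 and a mean of 0.0056, opposite in sign (camera adjusted p = 0.741, fry 0.185, limma). At an adjusted p under 0.05, 0 of the 24 changed in edgeR, DESeq2 and limma, but 4 were higher and 1 lower in edgeR with the replicate block, and 3 higher and 1 lower after the correction for GC content and gene length. At an unadjusted p under 0.05 in edgeR 5 were higher and 1 lower. Without CPH replicate 1, 7 were higher and 4 lower at an adjusted p under 0.05, without CPH replicate 2 the counts were 3 and 2, and without either DMSO replicate 0 and 1.

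Outside the paper's list, and chosen after the data were seen, Cx3cl1 had a log2 fold change of 0.65 (adjusted p = 0.0201, edgeR; 0.0840 without DMSO replicate 1, 0.196 without DMSO replicate 2, and 1.40e-05 to 0.273 over the alternatives), and Ccl4 had no counts. Kdm5d, Ddx3y, Eif2s3y and Uty, genes of the Y chromosome, had no counts in any library, and Xist had 1.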
